# Endogenous itaconate is not required for particulate matter-induced NRF2 expression or inflammatory response

**DOI:** 10.7554/eLife.54877

**Published:** 2020-04-07

**Authors:** Kaitlyn A Sun, Yan Li, Angelo Y Meliton, Parker S Woods, Lucas M Kimmig, Rengül Cetin-Atalay, Robert B Hamanaka, Gökhan M Mutlu

**Keywords:** metabolism, mitochondria, itaconate, Mouse

## Abstract

Particulate matter (PM) air pollution causes cardiopulmonary mortality via macrophage-driven lung inflammation; however, the mechanisms are incompletely understood. RNA-sequencing demonstrated *Acod1* (*Aconitate decarboxylase 1*) as one of the top genes induced by PM in macrophages. *Acod1* encodes a mitochondrial enzyme that produces itaconate, which has been shown to exert anti-inflammatory effects via NRF2 after LPS. Here, we demonstrate that PM induces Acod1 and itaconate, which reduced mitochondrial respiration via complex II inhibition. Using *Acod1*^-/-^ mice, we found that Acod1/endogenous itaconate does not affect PM-induced inflammation or NRF2 activation in macrophages in vitro or in vivo. In contrast, exogenous cell permeable itaconate, 4-octyl itaconate (OI) attenuated PM-induced inflammation in macrophages. OI was sufficient to activate NRF2 in macrophages; however, NRF2 was not required for the anti-inflammatory effects of OI. We conclude that the effects of itaconate production on inflammation are stimulus-dependent, and that there are important differences between endogenous and exogenously-applied itaconate.

## eLife digest

Air pollution is a major global health problem that causes around 4.2 million deaths each year. Once inhaled, pollution particles can remain in the lungs, where they cause inflammation, tissue damage, and ultimately chronic disease. Macrophages, a population of immune cells in the lungs, are involved in this inflammatory process.

Itaconate is a molecule with potential anti-inflammatory effects, produced by mammalian cells including macrophages. Recent studies have shown that a modified form of the molecule, 4-octyl itaconate, reduces inflammation when applied to cells exposed to lipopolysaccharide, a component of infectious bacteria that is, usually, a strong trigger of inflammation. These experiments used the 4-octyl modification to ensure that itaconate could get into the cells.

Itaconate’s anti-inflammatory action is thought to work by activating a signaling process in cells called the NRF2 pathway. NRF2 is a protein made by ‘active’ macrophages, that is, macrophages already primed to respond to foreign particles. NRF2 in turn increases production of factors that ‘damp down’ inflammation, all of which are collectively termed the NRF2 anti-inflammatory pathway. Although macrophages in the lungs are linked with inflammation caused by air pollution, their role – and that of itaconate – is still not well-understood. Sun et al. therefore wanted to determine if itaconate helps macrophages control pollution-induced inflammation.

Initial experiments treated mouse macrophage cells with pollution particles. Analyzing gene activity in these cells showed that exposure to pollution did indeed switch on the *Acod1* gene, which encodes the enzyme that makes itaconate. It also turned on genes for other molecules involved in inflammation. Pre-treating macrophages with 4-octyl itaconate before pollution exposure reduced inflammation and also, as expected, turned on the NRF2 pathway.

To determine whether cells’ own production of itaconate affected lung inflammation, macrophages were isolated from mutant mice lacking *Acod1*. Comparing these cells, which could not make itaconate, with normal cells revealed that removing itaconate did not change the inflammatory response to pollution. Activity of the NRF2 pathway also remained similar in both types of cells. This showed that itaconate produced by macrophages likely has different effects on lung inflammation from other forms of the compound.

These findings represent a step forward in understanding how pollution interacts with immune cells in the lungs. They reveal that the source of anti-inflammatory factors can be just as important in shaping immune responses as the type of factor. These results highlight the need for further, detailed work on the mechanisms underlying pollution-induced disease.

## Introduction

Exposure to particulate matter (PM) air pollution is associated with significant morbidity and mortality and is one of the top preventable causes of death in the world (McGlade and Landrigan, 2019). The World Health Organization estimates that exposure to air pollution is responsible for 4.2 million premature deaths worldwide every year (WHO, 2018). Air pollution has been identified as a leading cause of global disease burden, and as the fifth mortality risk factor particularly in low- and middle-income countries (Cohen et al., 2017). The majority of PM-associated morbidity and mortality is due to cardiopulmonary diseases including asthma, chronic obstructive lung disease, lung cancer, congestive heart failure and ischemic/thrombotic cardiovascular disease (myocardial infarction, ischemic stroke) (Cohen et al., 2017; Hamanaka and Mutlu, 2018).

We have previously shown that lung macrophages are required for PM-induced lung inflammation and consequently acute thrombotic events (Mutlu et al., 2007; Chiarella et al., 2014; Soberanes et al., 2019). PM induces the release of pro-inflammatory cytokines including interleukin-6 (IL-6), which is required for the PM-induced prothrombotic state and resultant acceleration of vascular thrombosis (Mutlu et al., 2007; Chiarella et al., 2014). Furthermore, we found that PM affects mitochondrial function in lung macrophages characterized by increased oxygen consumption rate and generation of reactive oxygen species (ROS), which are both required for PM-induced IL-6 production (Soberanes et al., 2019).

Despite significant improvement in our understanding about the mechanisms by which PM induces pro-inflammatory cytokines such as IL-6, the mechanisms that regulate PM-induced lung inflammation are not completely understood. To better understand these mechanisms, we performed RNA-sequencing in macrophages following PM exposure. Here, we demonstrate that PM regulates the expression of genes that have not been previously reported. One of the top genes induced by PM was *Irg1* (Immune-responsive Gene 1) or *Acod1* (Aconitate decarboxylase 1), which encodes a mitochondrial enzyme that produces itaconate from the Tricarboxylic Acid (TCA) cycle metabolite cis-aconitate (Strelko et al., 2011; Michelucci et al., 2013). Itaconate has been reported to be produced in macrophages following LPS stimulation and to have anti-inflammatory effects (Lampropoulou et al., 2016; Mills et al., 2018). We confirmed that PM induces both mRNA and protein expression of Acod1 in macrophages, and increases intracellular and media levels of itaconate. Our metabolic analysis showed that itaconate inhibits mitochondrial complex II (succinate dehydrogenase) and that Acod1 is an important regulator of cellular respiration following PM exposure. Treatment of macrophages with a cell-permeable itaconate derivative, 4-octyl itaconate (OI) attenuated PM- and LPS-induced cytokine production. *Acod1^-/-^* cells, which lack endogenous itaconate production, exhibited exaggerated IL-1β production following LPS exposure; however, no effect on PM-induced inflammation was observed. As recently described, OI induced NRF2 protein and expression of its target genes such as *Nqo1* and *Hmox1* (Mills et al., 2018); however, we found that NRF2 was not required for the anti-inflammatory effects of OI. Furthermore, using *Acod1^-/-^* cells, we found that endogenous itaconate production is not required for NRF2 protein or its target gene expression following treatment with either PM or LPS. These results suggest that recently reported anti-inflammatory and NRF2-inducing effects of exogenous itaconate (OI) may not represent the effects of endogenously-produced itaconate and therefore OI should not be used as a surrogate for Acod1 and endogenous itaconate. Collectively, our results suggest that stimulus and location of itaconate production play major roles in governing the effect of itaconate on inflammation in macrophages. Furthermore, in contrast to recent studies, we suggest that NRF2 is not a major regulator of the anti-inflammatory effects of itaconate.

## Results

### Particulate matter induces aconitate decarboxylase 1 (*Acod1*) and production of itaconate in macrophages

Previous studies that evaluated the effect of PM on macrophages have evaluated a limited number of regulated genes, primarily focusing on pro-inflammatory cytokines. 

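RNA from vehicle-treated and PM-treated WT BMDMs, which are macrophages grown from mouse bone marrow cells in culture, was sequenced as single-end reads of 50 bp, with 2 libraries per group and PM at 20 μg/cm². The authors mapped the reads to GRCm38 with STAR, counted them on each gene with featureCounts and deposited these counts without normalization. Between 35316517 and 36817898 reads were counted on genes in the vehicle-treated libraries, and between 34831826 and 35022765 in the PM-treated libraries. The counts listed 48795 genes by Ensembl identifier. A gene was tested when its CPM, its count scaled to the size of the library, was above 1.5 in at least 2 of the 12 libraries of the whole series, which left 11228 genes. The counts of all 12 libraries were fitted in a single edgeR quasi-likelihood model, with TMM normalization and a mean for each of the 6 groups of genotype and treatment. DEGs were defined by an adjusted p of 0.05 or less after Benjamini-Hochberg adjustment and a change of at least 2-fold, the thresholds that the paper states for DESeq2. DESeq2 itself was run as an alternative. Normalized CPM values are given as the mean ± SD of the libraries of a group. The spread between replicates was larger with PM than without it. For the 12993 genes with at least 20 counts in the vehicle-treated libraries, the chi-square per degree of freedom between the replicates was 3.00, where counting noise alone gives a value near 1. For 12890 such genes in the PM-treated libraries it was 27.3. Across 11208 genes, which are not independent replicates, the log2 difference between the PM-treated WT replicates had a Spearman's rho of -0.60 with the exonic length of the gene.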

To gain a non-biased understanding of the mechanisms by which PM induces lung inflammation, we treated BMDMs from C57BL/6 mice with PM or vehicle control for 24 hours and performed RNA-Seq to analyze PM-induced changes in the transcriptome. 

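Of the 11228 genes tested, 466 were DEGs between PM-treated and vehicle-treated WT BMDMs, with 339 higher and 127 lower after PM. DESeq2 on the same libraries gave 472 DEGs, of which 459 were among the 466. The threshold moved this number most, since an adjusted p of 0.05 or less without the fold threshold was met by 2782 genes, with 1414 higher and 1368 lower. Same-numbered replicates of the vehicle and PM groups deviated from their group means with a correlation of 0.23 across genes. A fit with the replicate number as a replicate block gave 472 DEGs, of which 464 were shared with the fit without the block. The block was a single term shared by all 12 libraries. Under a correction for gene length, chosen after the data were examined, 381 of the 466 DEGs were still called. The paper's table lists 369 genes past both thresholds in the part that could be read, and 340 of these were DEGs here. Among DEGs with an average CPM of at least 5, the largest decreases were in Nptx1 (log2 fold change -2.33, SE 0.127), Smpd3 (-2.11, SE 0.175) and Angpt1 (-2.04, SE 0.190). Exons of Smpd3 and Angpt1 overlap those of Prmt7 and Gm17473, so their counts are uncertain.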

Differentially expressed gene (DEG) analysis revealed 370 unique genes significantly regulated by PM. 

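Gene ontology terms were not analysed here. Gene sets written before the data were examined were used in their place, and the background was the 11228 genes that passed the CPM filter. The set of cytokine and chemokine genes was defined by symbol and held 35 tested genes, among them the receptor genes Il7r and Il21r, which the rule also matched. Of these, 11 were among the 339 DEGs that rose after PM, which is 31.4% against 3.02% of all tested genes (one-sided Fisher's exact test, p = 3.53e-09, adjusted p = 7.05e-09 over the 2 sets tested this way). The set of glutathione metabolism genes held 32 tested genes, and 10 of them, or 31.2%, rose past the thresholds (one-sided Fisher's exact test, p = 1.97e-08, adjusted p = 1.97e-08). With the DESeq2 calls, the numbers were 11 and 9. Without the 2 receptor genes, an alternative chosen after the data were examined, 11 of 33 cytokine genes rose past the thresholds (one-sided Fisher's exact test, p = 1.73e-09). Genes of a set are not independent replicates. The median log2 fold change after PM was 0.43 for the cytokine genes, with 27 of the 35 higher, and 0.47 for the glutathione genes, with 30 of the 32 higher. Limma's camera test, with an assumed correlation of 0.01 between genes, gave adjusted p-values of 4.82e-17 and 5.96e-14 over 15 pairs of set and comparison. The medians were 0.43 and 0.47 with the replicate block, where the correlation of same-numbered replicates was the 0.23 given for this comparison. Over all alternatives they ranged from 0.27 to 0.43 and from 0.38 to 0.47. The choice of test moved the p-values most. Over the alternatives, which include limma's fry test without that assumption, the adjusted p ranged from 4.39e-19 to 7.48e-05 for the cytokine genes and from 2.67e-15 to 0.000364 for the glutathione genes.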

Gene ontology analysis of RNA-seq data showed upregulation of pathways relating to inflammatory responses, metabolism, and cytokine stimulation (Figure 1A). 

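Acod1 (ENSMUSG00000022126.6) lies on chromosome 14 of GRCm38 from 103046977 to 103056573, and its exons overlap no other annotated gene. The libraries of vehicle-treated WT BMDMs held 69 and 98 reads on Acod1, and those of PM-treated WT BMDMs held 6346 and 5908. Its normalized CPM was 2.17 ± 0.46 (SD, n = 2) with vehicle and 176 ± 7.78 (SD, n = 2) with PM. The log2 fold change was 6.33 (SE 0.277, adjusted p = 3.78e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each of the 4 libraries left out in turn, it stayed between 6.14 and 6.57. It was 6.35 with the replicate block, and the correlation of same-numbered replicates in this comparison was 0.23. Acod1 ranked 3 by log2 fold change and 24 by p among the 11228 genes tested. The genes ranked above it by fold change were Sstr5 and Slpi. Sstr5, which is named after its value was seen, had a log2 fold change of 8.66 (adjusted p = 0.000299, edgeR) at an average CPM of 0.725. Slpi had a log2 fold change of 6.79 (SE 0.434, adjusted p = 3.69e-06, edgeR), from a normalized CPM of 0.209 with vehicle to 23.6 with PM, and its exons overlap those of Mir7678. Cxcl3 ranked 4, with a log2 fold change of 6.31 (SE 0.437). The genes listed with Acod1 on the first lines of the paper's table, Marco and Clec4e, had log2 fold changes of 5.69 (SE 0.163) and 4.51 (SE 0.185).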

The most highly upregulated gene induced by PM exposure was *Acod1* (Figure 1B and Figure 1—source data 1). 

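Tnf (ENSMUSG00000024401.14, which encodes TNFα) had a normalized CPM of 12.05 ± 0.0821 (SD, n = 2) in vehicle-treated and 69.8 ± 0.764 (SD, n = 2) in PM-treated WT BMDMs, a log2 fold change of 2.53 (SE 0.165, adjusted p = 4.29e-06 from edgeR's quasi-likelihood test). Il1b (ENSMUSG00000027398.13) rose from 0.754 ± 0.122 to 11.8 ± 0.338 normalized CPM (SD, n = 2 each). Its log2 fold change was 3.96 (SE 0.182, adjusted p = 4.77e-07, edgeR), although its exons overlap those of Il1bos and the paper's text does not state whether reads were counted by strand. The normalized CPM of Nqo1 (ENSMUSG00000003849.8) was 3.59 ± 0.179 with vehicle and 45.9 ± 1.52 with PM (SD, n = 2 each), a log2 fold change of 3.68 (SE 0.105, adjusted p = 3.96e-08, edgeR). By log2 fold change, Il1b ranked 29, Nqo1 34 and Tnf 76 among the genes tested. With the replicate block, for which the correlation of same-numbered replicates was 0.23, the log2 fold changes of Tnf, Il1b and Nqo1 were 2.53, 3.96 and 3.68. Il6 did not pass the CPM filter, with 0 reads in each vehicle-treated library and 16 and 17 in the PM-treated libraries.

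**Figure D1:**
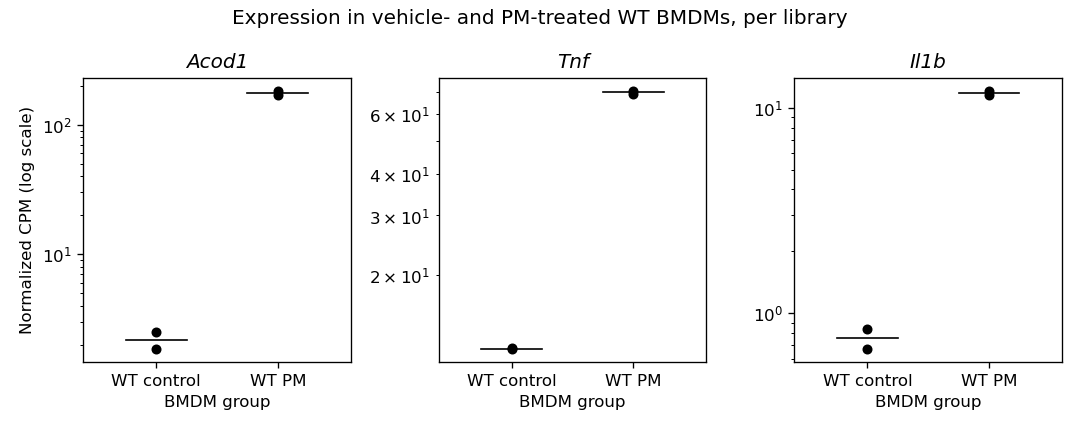
Normalized CPM of Acod1, Tnf and Il1b on a log scale in vehicle-treated and PM-treated WT BMDMs, where each point is a library and each line is the mean of 2 libraries. Both PM-treated libraries lie above both vehicle-treated libraries for each gene, with Acod1 at 170.3 and 181.3 after PM and at 1.84 and 2.49 with vehicle.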

Other highly upregulated genes included proinflammatory cytokine genes such as *Tnfa, Il1b* as well as *Nqo1,* a transcriptional target of Nuclear factor (erythroid-derived 2)-like 2 (NRF2) (Figure 1B).

**Figure 1.**
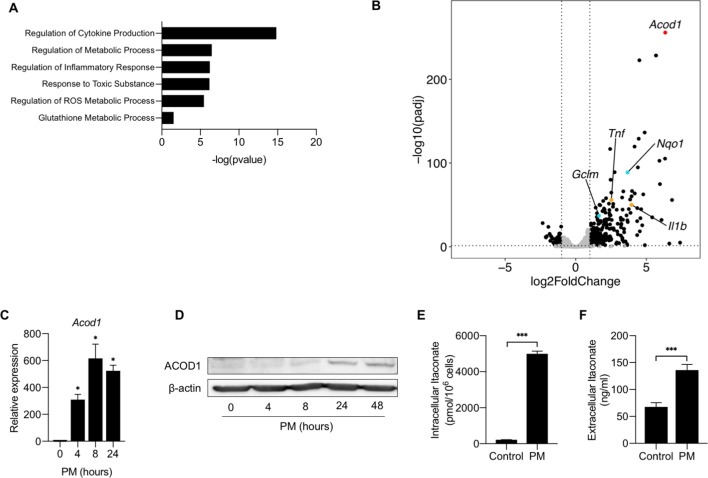
Aconitate Decarboxylase 1 (Acod1) is highly upregulated by particulate matter in macrophages. (**A**) We performed RNA-seq in BMDMs treated with either PM (20 μg/cm^2^) or vehicle control for 24 hours. Gene ontology analysis highlight the pathways involved with PM treatment. (**B**) Volcano plot of RNA-seq data representing differentially expressed genes in BMDMs treated with PM or PBS (vehicle control) for 24 hours. *Acod1* (red point) is one of the most highly differentially expressed gene. In addition, we found induction of NRF2 target genes (i.e. *Nqo1, Gclm*; turquoise points) and inflammatory genes (i.e. *Tnf, Il1b*; orange points) following PM treatment. Black data points represent other significant genes, at FC > 2, and FDR adjusted p<0.05. (**C**) qPCR analysis of *Acod1* in BMDMs treated with PM for 4, 8 or 24 hours. Data are represented as fold change. Significance was analyzed with one-way ANOVA corrected with Bonferroni’s post hoc test for multiple comparisons, *p<0.05, **p<0.01, ***p<0.001. (**D**) Western blot of ACOD1 protein at 0, 4, 8, 24 and 48 hours of PM treatment. (**E**) Intracellular itaconate concentration in BMDMs treated with PM for 24 hours, as measured by mass spectrometry. (**F**) Extracellular itaconate in media in BMDMs treated with PM for 24 hours, as measured using mass spectrometry. Significance was determined using two-tailed unpaired student’s t-test, *p<0.05, **p<0.01, ***p<0.001. Figure 1—source data 1.Differential expression analysis results of PM treated BMDMs compared with Control BMDMs.

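Gclm (ENSMUSG00000028124.15) had a normalized CPM of 155 ± 10.4 (SD, n = 2) with vehicle and 489 ± 13.0 (SD, n = 2) with PM, a log2 fold change of 1.66 (SE 0.0646, adjusted p = 2.31e-07 from edgeR's quasi-likelihood test). Its exons overlap those of the annotated genes Gm17494 and Gm6061. The NRF2 target Hmox1 (ENSMUSG00000005413.8) had a log2 fold change of 1.12 (SE 0.0946, adjusted p = 2.66e-05, edgeR). Nfe2l2, which encodes NRF2 itself, had a log2 fold change of 0.49 (SE 0.0586, adjusted p = 0.000257, edgeR) and was not a DEG because the change was less than 2-fold. In a set of 23 NRF2 target genes written before the data were examined, which includes Nqo1, Gclm and Hmox1, all 23 were higher after PM and 13 were DEGs. The median log2 fold change of the set was 1.04, with a range of 0.42 to 3.68 (adjusted p = 4.96e-38 from limma's camera test). With the replicate block (correlation of same-numbered replicates 0.23), the median was 1.03, and over all alternatives it ranged from 0.95 to 1.04.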

*Acod1* encodes a mitochondrial enzyme, which catalyzes the conversion of cis-aconitate to itaconate, a mitochondrial metabolite that has recently been shown to regulate inflammatory responses (Michelucci et al., 2013). To confirm that PM upregulates mRNA and protein expression of Acod1, we first treated BMDMs with PM for 4, 8 or 24 hours, and then assessed the expression of *Acod1* through qPCR and western blot over time. PM induced *Acod1* gene expression as early as 4 hours after treatment, peaking at 8 hours (Figure 1C). Western blot analysis showed expression of ACOD1 protein was delayed compared to mRNA expression and was detectable beginning 24 hours after PM treatment (Figure 1D). To determine whether Acod1 protein induction was associated with increased cellular levels of its metabolic product, we measured intracellular levels of itaconate in BMDMs 24 hours after treatment with PM using capillary electrophoresis–mass spectrometry (CE-MS) (Human Metabolome Technologies, Boston, MA). We found that PM caused a significant increase in intracellular itaconate levels (Figure 1E), correlating with the upregulation of ACOD1. Furthermore, we detected increased concentrations of itaconate via mass spectrometry in the medium of macrophages treated with PM, indicating that itaconate is released from cells (Figure 1F). Collectively, these findings demonstrate that PM causes a time-dependent expression of ACOD1 and production of itaconate, prompting us to further study whether itaconate plays a role in the regulation of PM-induced inflammation.

### Itaconate decreases mitochondrial oxygen consumption by inhibiting succinate dehydrogenase/complex II in macrophages

Since itaconate has been shown to be a weak inhibitor of complex II, succinate dehydrogenase (SDH) (Cordes et al., 2016; Lampropoulou et al., 2016), we hypothesized that PM exposure may regulate mitochondrial respiration in macrophages through induction of Acod1 and production of itaconate.

We first confirmed that itaconate inhibits SDH in BMDMs using the Seahorse XF Plasma Membrane Permeabilizer to assess the effect of itaconate on individual mitochondrial respiratory complexes. To measure the effect of itaconate on complex II/SDH activity, we permeabilized cells in the presence of rotenone (to eliminate the contribution of complex I), ADP, and succinate as substrate. Measurement of oxygen consumption rate (OCR) showed an immediate decrease in OCR following injection of either itaconate or malonate, a known SDH inhibitor used as a positive control. Addition of oligomycin did not cause a further reduction in OCR (Figure 2A). These data suggest that itaconate, like malonate, is indeed an SDH inhibitor. When cells were permeabilized in media containing only the complex I substrates pyruvate/malate, injection of itaconate caused a smaller decrease in OCR relative to that seen during complex II-dependent respiration. This reduction was again similar to what was observed with malonate (complex II inhibitor). Injection of oligomycin resulted in a significant drop in OCR. These results are consistent with itaconate mediating its inhibitory effects on respiration via complex II (Figure 2B).

**Figure 2.**
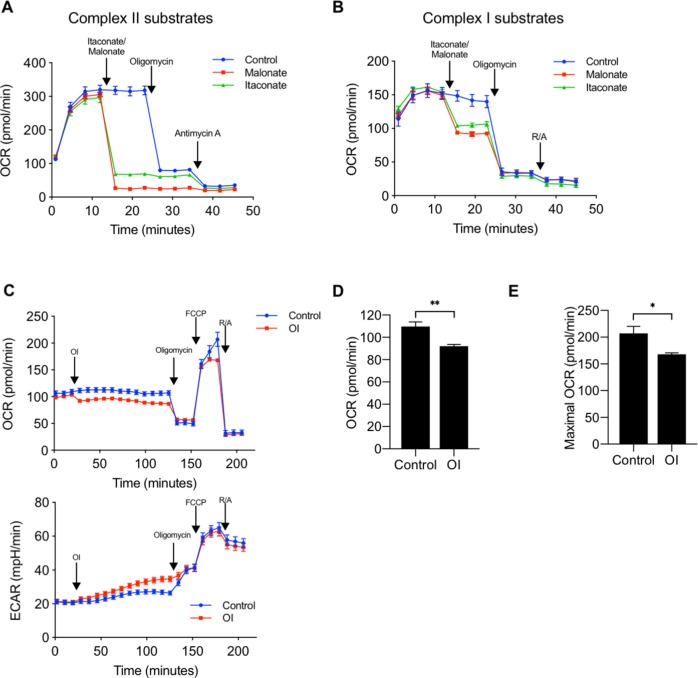
Itaconate decreases oxygen consumption rate via inhibition of complex II, succinate dehydrogenase (SDH). (**A**) We measured oxygen consumption rate (OCR) in permeabilized BMDMs (using XF plasma membrane permeabilizer) in the presence of ETC complex II substrate (succinate, 10 mM) and complex I inhibitor (rotenone, 2 mM), followed by injections of 1) media (control, *n* = 6), itaconate (10 mM, *n* = 6) or malonate (10 mM, *n* = 6), a known complex II inhibitor, 2) oligomycin (2 mM), an ATP synthase inhibitor, and 3) Antimycin A (2 mM), a complex III inhibitor. Both itaconate and malonate significantly decreased OCR. (**B**) We measured OCR in permeabilized BMDMs in the presence of ETC complex I substrates (pyruvate, 10 mM and malate, 0.5 mM) followed by injections of 1) itaconate or malonate, 2) oligomycin, or 3) rotenone and antimycin A (R/A) (*n* = 6). (**C**) We performed a mitochondrial stress test to measure OCR and ECAR in BMDMs treated with 4-octyl itaconate (OI) (0.25 mM) or vehicle control (*n* = 8). OI acutely decreased both (**D**) basal OCR and (**E**) maximal OCR measured at third time point after FCCP. Significance was determined using two-tailed unpaired student’s t-test, *p<0.05, **p<0.01, ***p<0.001.

Because there are no known mechanisms of transporting itaconate into the cell, studies have used different forms of itaconate that are cell membrane-permeable to examine the role of itaconate in vitro. 4-octyl itaconate (OI) has been shown to cross the plasma membrane and increase intracellular concentrations of itaconate (Mills et al., 2018). We thus measured OCR in intact cells in the presence or absence of OI (0.25 mM, a dose shown by Mills et al to reduce LPS-induced inflammation [Mills et al., 2018]). OI injection caused a small reduction in basal OCR, while basal ECAR increased slightly, which is likely as a compensatory response to reduction in OCR (Figure 2C and D). Oligomycin then decreased the OCR of both groups to the same level consistent with OI-induced reduction in coupled respiration. Maximal OCR determined following FCCP, an uncoupler, was lower in OI-treated BMDMs compared to control BMDMs (Figure 2E). Together, these results suggest that itaconate is sufficient to reduce mitochondrial OCR via inhibition of complex II/SDH.

### PM causes time-dependent effects on mitochondrial oxygen consumption: An initial increase in OCR is followed by a late reduction in OCR

Since itaconate inhibits mitochondrial respiration and ACOD1 is induced late following PM exposure, we sought to determine whether PM exposure exerts time-dependent changes in mitochondrial oxygen consumption rate in macrophages. We thus measured OCR in BMDMs following PM treatment at 1 hour and 24 hours, when ACOD1 expression is undetectable and present, respectively. As we have previously shown (Soberanes et al., 2019), after 1 hour of exposure, cells treated with PM exhibited increased basal oxygen consumption rate compared with control BMDMs (Figure 3A). Consistent with a role of glycolysis in promoting inflammation, ECAR was also induced by PM exposure after 1 hour. Interestingly, after 24 hours of PM treatment, ECAR levels remained elevated; however, both basal and maximal OCR were decreased relative to control-treated cells. (Figure 3B). This decrease in OCR following 24 hours of PM treatment was similar to the decrease in OCR after itaconate treatment (Figure 2C) suggesting that ACOD1 induction and itaconate production are important regulators of macrophage metabolism following PM treatment.

**Figure 3.**
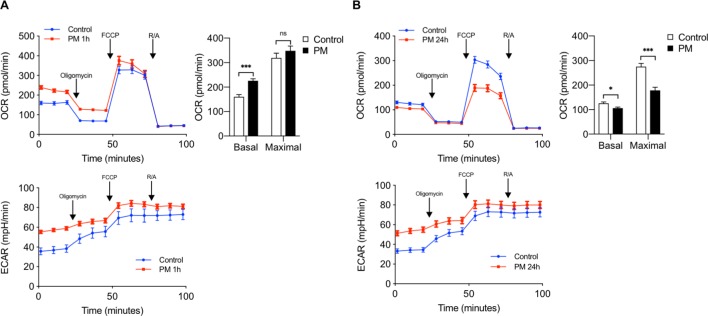
The effect of PM on mitochondrial oxygen consumption is time dependent. (**A**) We performed a mitochondrial stress test to measure OCR and ECAR in BMDMs at (**A**) 1 hour or (**B**) 24 hours following treatment with PM (20 μg/cm^2^) or control vehicle control. Oligomycin (ATP synthase inhibitor), FCCP (uncoupler), and rotenone/antimycin A (R/A) (complex I/III inhibitors) were injected sequentially. Basal OCR was acutely increased at 1 hour, which is before the induction of ACOD1 protein and production of itaconate. In contrast, both basal and maximal OCR decreased at 24 hours after PM treatment, when ACOD1 protein and itaconate levels are high (*n* = 8). ECAR was increased with PM at both timepoints. Significance was determined using two-tailed unpaired student’s t-test, *p<0.05, **p<0.01, ***p<0.001.

### Endogenous itaconate production is required for PM-induced reduction in mitochondrial respiration and metabolic reprogramming in macrophages

We next sought to determine whether PM-induced ACOD1 expression and endogenous itaconate production is required for PM-induced changes in mitochondrial metabolism at 24 hours. In order to answer this question, we used BMDMs from *Acod1*^-/-^ mice, which lack the ability to produce itaconate. We first measured TCA cycle intermediates in WT and *Acod1*^-/-^ BMDMs at 24 hours following treatment with PM or vehicle. PM-induced production of itaconate was detectable only in WT but not in *Acod1*^-/-^ BMDMs, confirming that ACOD1 is required for itaconate production (Figure 4A,B). Consistent with the role of itaconate as an inhibitor of SDH, succinate accumulated in WT BMDMs, but not *Acod1*^-/-^ cells following PM treatment (Figure 4A,C). This finding provides further support for endogenously-produced itaconate inhibiting SDH and leading to accumulation of succinate, as SDH catalyzes the oxidation of succinate to fumarate. In contrast, *Acod1^-/-^* BMDMs had higher levels of TCA metabolites downstream of succinate (fumarate, malate) (Figure 4A), consistent with the idea that due to the absence of itaconate in these cells, SDH and consequently the oxidation of succinate to fumarate are not inhibited. These results are consistent with previous reports using LPS as a stimulus (Lampropoulou et al., 2016). Overall, our metabolomics data suggest that PM causes a break in the TCA cycle that is Acod1 dependent.

**Figure 4.**
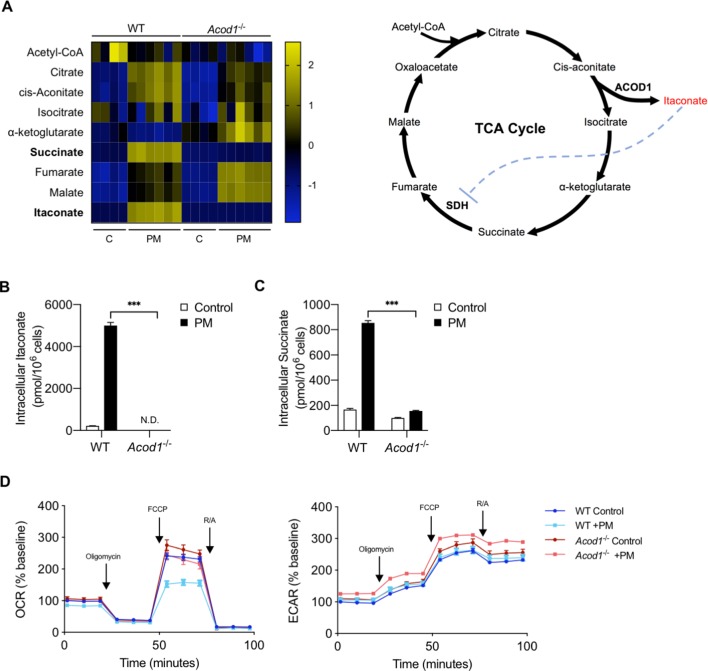
Acod1 and endogenous itaconate production is required for PM-reduced mitochondrial OCR via inhibition of SDH. (**A**) Heatmap of intracellular levels of TCA cycle metabolites and itaconate at 24 hours following treatment with PM. (**B–C**) Intracellular concentrations of (**B**) itaconate and (**C**) succinate in WT and *Acod1*^-/-^ cells with (*n* = 6) and without (*n* = 4) PM; itaconate is not detectable in *Acod1*^-/-^ cells, while succinate does not accumulate in *Acod1*^-/-^ cells. (**D**) Mitochondrial stress test of WT and *Acod1*^-/-^ BMDMs after 24 hours of PM treatment. OCR was normalized to baseline OCR in WT control BMDMs (untreated). Maximal OCR levels are only decreased in WT cells, and not *Acod1*^-/-^ cells following PM. Significance was analyzed with one-way ANOVA corrected with Bonferroni’s post hoc test for multiple comparisons, *p<0.05, **p<0.01, ***p<0.001.

**Figure 4—figure supplement 1.**
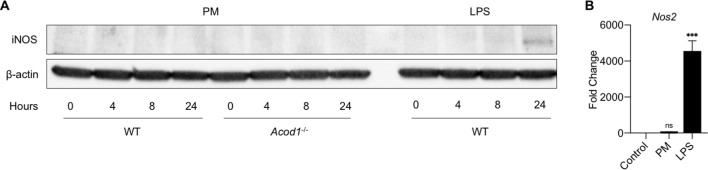
Inducible Nitric Oxide Synthase (iNOS) is induced by LPS but no by PM. (**A**) Western blot of BMDMs treated with PM (20 µg/cm^2^) or LPS (100 ng/ml) for 0, 4, 8 or 24 hours. iNOS protein is not evident with PM treatment at any time point, but it is detectable with 24 hours of LPS treatment. (**B**) qPCR of BMDMs treated with PM or LPS for 24 hours. LPS significantly induces expression of *Nos2* mRNA, the gene encoding iNOS protein. Significance between control and treatment groups was analyzed with one-way ANOVA corrected with Bonferroni’s post hoc test for multiple comparisons, *n* = 4; *p<0.05, **p<0.01, ***p<0.001.

To determine whether PM-induced ACOD1 expression and production of itaconate are required for the reduction of OCR at 24 hours following PM, we performed a mitochondrial stress test in WT and *Acod1*^-/-^ BMDMs. While WT BMDMs exhibited significantly reduced OCR following PM, *Acod1*^-/-^ cells treated with PM for 24 hours did not show any reduction in OCR compared to control treatment (Figure 4D). Collectively, these results suggest that endogenously-produced itaconate is required for PM-induced reduction in OCR.

While a recent study showed that nitric oxide production as a result of LPS exposure can modulate metabolic reprogramming and affect oxidative phosphorylation in macrophages (Bailey et al., 2019), we found that inducible nitric oxide synthase (iNOS) protein was produced only in BMDMs stimulated with LPS. PM did not induce iNOS expression in either wild-type or *Acod1*^-/-^ BMDMs (Figure 4—figure supplement 1). Thus, nitric oxide production is likely to be minimal with PM as a stimulus, and would not play a large role in the regulation of oxidative phosphorylation following PM.

### Exogenous, but not endogenous itaconate attenuates the PM-induced inflammatory response in macrophages

We have previously shown that PM induces an inflammatory response in macrophages, including the release of proinflammatory cytokines such as IL-6 and TNFα (Mutlu et al., 2007; Chiarella et al., 2014). Since the expression of ACOD1 was time-dependent, we first sought to determine whether the effect of PM on cytokine expression was also time-dependent. We thus treated BMDMs with PM for 4, 8 or 24 hours and then analyzed the pro-inflammatory cytokine mRNA expression. We found that the mRNA expression of *Il6, Tnfa* and *Il1b* increased at 4 and 8 hours, and then decreased at 24 hours suggesting that PM-induced expression of cytokines is time-dependent similar to the expression of ACOD1 (Figure 5A).

**Figure 5.**
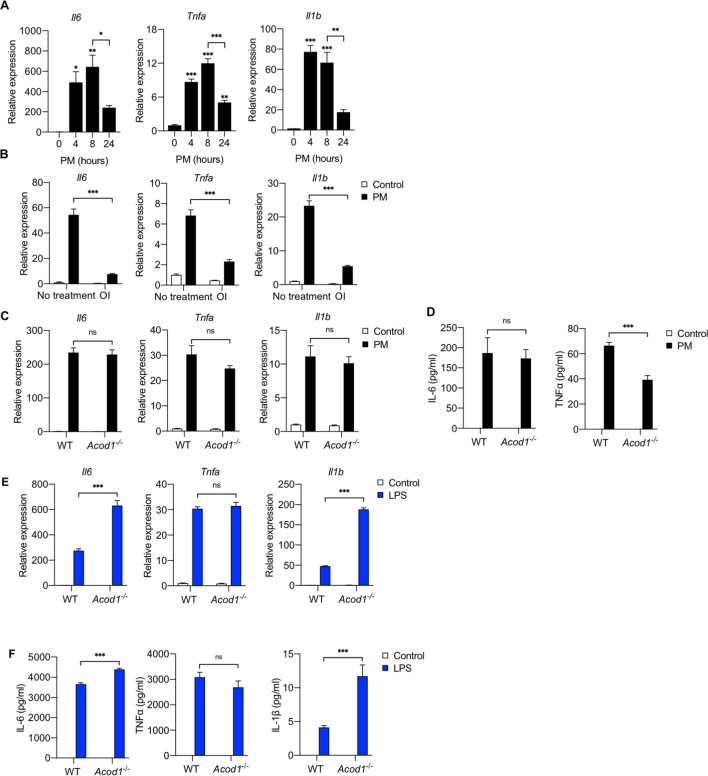
Exogenous but not endogenous itaconate decreases PM-induced inflammation. (**A**) We treated WT BMDMs with PM for 4, 8 or 24 hours and measured mRNA expression of *Tnfa, Il6* and *Il1b* by qPCR (*n* = 3). (**B**) We pretreated WT BMDMs with OI or vehicle control (DMSO) for 2 hours before we treated them with PM or vehicle control for 4 hours. We then measured mRNA expression of *Tnfa, Il6* and *Il1b* (qPCR). (**C, D**) We treated WT and *Acod1^-/-^* BMDMs with PM or ve and measured (**C**) mRNA expression of *Tnfa, Il6* and *Il1b* (qPCR). and (**D**) protein levels of IL-6 and TNFα in media (ELISA). IL-1β protein was not detectable. (**E, F**) We treated WT and *Acod1^-/-^* BMDMs with LPS (100 ng/ml) or PBS (control) and measured (**E**) mRNA expression of *Tnfa, Il6* and *Il1b* (qPCR). and (**F**) protein levels of IL-6, TNFα, and IL-1β in media (ELISA, *n* = 4). Significance was analyzed with one-way ANOVA corrected with Bonferroni’s post hoc test for multiple comparisons *p<0.05, **p<0.01, ***p<0.001.

Since the reduction in inflammatory cytokine mRNA coincided with the induction of ACOD1 and itaconate production, we hypothesized that itaconate may play a role in the reduction in cytokine expression observed at 24 hours. To test this hypothesis, we first evaluated the effect of exogenous itaconate on the early PM-induced inflammatory response. We pre-treated BMDMs with OI for 2 hours before treating with PM for 4 hours and measured mRNA expression of pro-inflammatory cytokines by qPCR. Pretreatment with OI attenuated the PM-induced mRNA expression of *Tnfa*, *Il6* and *Il1b*, suggesting that accumulation of itaconate with the induction of ACOD1 may be responsible for reduced cytokine mRNA expression at 24 hours following PM treatment (Figure 5B).

To determine whether absence of itaconate accumulation would exaggerate PM-induced inflammation at later timepoints, we measured cytokine mRNA and protein level in both wild-type and *Acod1^-/-^* BMDMs 24 hours after exposure to PM. Interestingly, loss of itaconate accumulation did not result in increased mRNA expression of *Il6, Tnfa* or *Il1b* or protein level in media in *Acod1^-/-^* BMDMs (Figure 5C,D). While loss of Acod1/itaconate did not affect PM-induced IL-6 protein levels, there was a reduction in TNFα protein level in media (Figure 5D). Overall, these results suggest that endogenous itaconate does not attenuate the PM-induced inflammatory response.

This was a surprising finding as Acod1/itaconate deficiency has been shown to augment inflammatory cytokine expression in response to LPS (Lampropoulou et al., 2016). To ensure that our findings were not the result of experimental differences other than stimulus, we treated wild-type and *Acod1^-/-^* BMDMs with LPS for 24 hours and measured *Il6, Tnfa* or *Il1b* mRNA expression. In contrast with PM treatment, *Acod1^-/-^* cells exhibited augmented *IL6* and *Il1b* mRNA expression after LPS treatment (Figure 5E), consistent with previously published results (Lampropoulou et al., 2016). There was no effect of *Acod1* deletion on LPS-induced *Tnfa* expression (Figure 5E), also consistent with previous findings (Lampropoulou et al., 2016). The loss of Acod1/itaconate also resulted in increased IL-6 and IL-1β protein level in media (Figure 5F). These findings suggest that the effect of itaconate on inflammation is stimulus-dependent. Importantly, these results also suggest that the effect of endogenously-produced itaconate on inflammation is different than that of exogenously-applied itaconate.

### Differential effects of endogenous versus exogenous itaconate on the PM-induced transcriptomic response

To better understand the role of endogenous and exogenously-applied itaconate on PM-induced response in macrophages, we performed RNA-sequencing in *Acod1^-/-^* and WT BMDMs exposed to PM (Figure 6A and Figure 6—source data 1). 

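For the comparison of genotypes, 2 libraries of PM-treated and 2 of vehicle-treated Acod1-/- BMDMs were sequenced and counted in the same way. The PM-treated Acod1-/- libraries held 34009208 and 34359553 reads on genes, and the vehicle-treated ones 34265442 and 34044022. The reads on Acod1 itself were examined first in each library. With PM, its normalized CPM was 181.3 and 170.3 in the WT libraries, and 107.6 and 94.1 in the libraries labelled Acod1-/-. With vehicle, it was 1.84 and 2.49 in the WT libraries and 1.26 and 1.22 in the libraries labelled Acod1-/-. In the libraries with both OI and PM, it was 32.6 and 57.1 for WT and 24.4 and 26.8 for those labelled Acod1-/-. The log2 difference of the libraries labelled Acod1-/- from WT was -0.80 with PM (SE 0.203, adjusted p = 0.0807), -0.81 with vehicle (SE 0.362, adjusted p = 0.492) and -0.81 with OI and PM (SE 0.213, adjusted p = 0.0509), all from edgeR's quasi-likelihood test. Over the alternatives, the adjusted p ranged from 2.45e-08 to 0.0799 with PM, from 0.00372 to 0.501 with vehicle and from 0.00615 to 0.386 with OI and PM. Counts per gene cannot show which exons the reads came from, so reads from a transcript of the targeted gene that lacks part of its sequence are counted like any others. Between the replicates of PM-treated Acod1-/- BMDMs, the chi-square per degree of freedom was 8.32 over 12791 genes.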

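Of the 11228 genes tested, 63 were DEGs between PM-treated BMDMs labelled Acod1-/- and PM-treated WT BMDMs, with 29 higher and 34 lower in the Acod1-/- libraries. DESeq2 gave 64, of which 62 were shared. The correlation of same-numbered replicates in these groups was -0.41. The replicate block gave 61 DEGs, and exchanging the numbers of the Acod1-/- replicates, a pairing chosen after the data were examined, gave 65. Of the 51 DEGs listed in the paper's table, 50 were among the 63. Mmp9 (ENSMUSG00000017737.2) had the largest increase among DEGs with an average CPM of at least 5, from 461 ± 30.3 normalized CPM in WT to 1879 ± 62.8 in Acod1-/- libraries (SD, n = 2 each). Its log2 fold change was 2.03 (SE 0.0734, adjusted p = 1.5e-06 from edgeR's quasi-likelihood test), and 2.03 with the replicate block. Wdfy1 (log2 fold change 1.96, SE 0.121) and Ms4a4a (1.69, SE 0.209) followed, and Saa3, named on the first lines of the paper's table, had a log2 fold change of 1.62 (SE 0.104). Exons of Wdfy1 overlap those of Mrpl44, and Ms4a4a and Saa3 belong to gene families whose reads the counting could have split. The largest decrease was in Lrmda, which the paper's table lists by its older symbol 1700112E06Rik, with a log2 fold change of -3.81 (SE 0.251, adjusted p = 5.03e-05, edgeR). Gdf3 (-2.14, SE 0.115) and Axl (-1.64, SE 0.107) followed. All 63 DEGs had the same direction between the vehicle-treated genotypes, and 56 of them had a log2 difference of at least 0.58 in size there. A difference of mouse substrain could not be told apart from the loss of Acod1 as the cause of these DEGs.

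**Figure D2:**
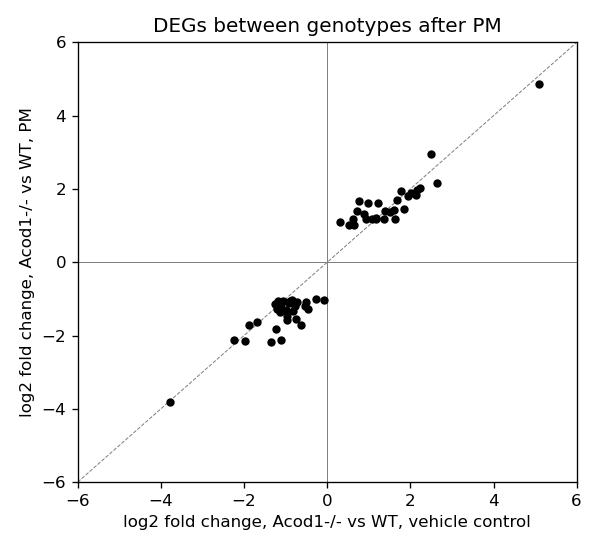
Log2 fold change between Acod1-/- and WT BMDMs with PM against the log2 fold change between the genotypes with vehicle, where each point is a gene among the 63 DEGs after PM and the dashed line marks equal values. The points lie in the lower left and upper right parts of the plot, with Lrmda at -3.78 with vehicle and -3.81 with PM.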

We found only 51 DEGs between *Acod1^-/-^* and WT BMDMs following PM (Figure 6B and Figure 6—source data 2). Both inflammatory genes, including *Il1b* and *Tnfa*, and NRF2 target genes, including *Nqo1* and *Gclm*, were not significantly different between *Acod1^-/-^* and WT BMDMs. 

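Between PM-treated BMDMs labelled Acod1-/- and WT, the log2 fold change of Tnf was -0.04 (SE 0.151, adjusted p = 0.937 from edgeR's quasi-likelihood test) and that of Gclm was -0.10 (SE 0.0628, adjusted p = 0.528). Il1b had 15.5 ± 1.29 normalized CPM in the Acod1-/- libraries against the 11.8 of WT, a log2 fold change of 0.39 (SE 0.129, adjusted p = 0.183, edgeR). Nqo1 had 31.8 ± 1.18 normalized CPM in the Acod1-/- libraries against 45.9 in WT. Its log2 fold change was -0.53 (SE 0.0883, adjusted p = 0.013, edgeR), so the adjusted p met its threshold and the fold change did not. The same held for Hmox1, with a log2 fold change of -0.45 (SE 0.0936, adjusted p = 0.0364, edgeR). None of these genes was a DEG under any alternative that kept the fold threshold. With the replicate block, for which the correlation of same-numbered replicates was -0.41, the log2 fold changes of Tnf, Gclm, Il1b, Nqo1 and Hmox1 were -0.03, -0.10, 0.40, -0.53 and -0.45. With the Acod1-/- numbers exchanged they were -0.04, -0.10, 0.39, -0.53 and -0.45. Under the correction for gene length, the adjusted p of Il1b was 0.0241, and over the alternatives it ranged from 0.0241 to 0.352. The median log2 fold change was -0.08 for the 35 cytokine genes, of which 20 were lower (adjusted p = 0.127 from limma's camera test), and -0.14 for the 23 NRF2 target genes, of which 20 were lower (adjusted p = 0.000176). For the 32 glutathione genes it was -0.12 (adjusted p = 0.000996, camera). Limma's fry test gave 0.163 for the glutathione genes, in a range of 0.000635 to 0.163 over the alternatives. For the NRF2 target genes, the adjusted p ranged from 8.45e-05 to 0.0459 over the alternatives. Their median between the genotypes was already -0.10 with vehicle, with 18 lower and 5 higher. PM raised all 23 in both genotypes, with a median of 1.03 in the Acod1-/- libraries and 1.04 in WT. The difference between the genotypes in the effect of PM had a median of -0.02, with 14 lower and 9 higher. Between the genotypes with PM, none of the NRF2 target or glutathione genes was a DEG. Of the cytokine genes, 4 were, named here after their values were seen. They were Cxcl1 (log2 fold change 1.45, adjusted p = 0.00334, edgeR), Ccl2 (-1.01, adjusted p = 0.00922), Ccl7 (-1.18, adjusted p = 0.00548) and Ccl28 (-2.12, adjusted p = 0.0318). Over the alternatives, the adjusted p ranged from 1.21e-16 to 0.00268 for Cxcl1, from 4.95e-10 to 0.0118 for Ccl2, from 2.14e-11 to 0.005 for Ccl7 and from 0.0199 to 0.352 for Ccl28. Ccl2 was a DEG in 4 of the 11 alternatives, its change lying near 2-fold, and Ccl28 in 8 of the 10 that tested it. With the replicate block, their log2 fold changes were 1.45, -0.99, -1.18 and -2.12. The medians of the cytokine, NRF2 target and glutathione genes were -0.08, -0.13 and -0.11 with the replicate block, and the same 3 values with the numbers exchanged. Over all alternatives they ranged from -0.08 to -0.04, from -0.14 to -0.12 and from -0.12 to -0.10, where the -0.04 came with the gene length correction and without the receptor genes Il7r and Il21r, each taken alone.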

Next, to determine the effect of exogenous itaconate on PM-induced gene expression, we performed RNA-sequencing in WT BMDMs exposed to PM following 2 hours of pretreatment with vehicle or OI. 

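The libraries of WT BMDMs pretreated with OI (4-octyl itaconate, a cell-permeable derivative of itaconate) at 0.25 mM and then exposed to PM at 20 μg/cm² for 24 hours numbered 2, with 35332094 and 33616577 reads on genes. They were compared with the 2 libraries of PM-treated WT BMDMs. The replicates with OI differed from each other more than those of any other group. Their chi-square per degree of freedom was 58.5 over 12501 genes with at least 20 counts, and 145 of 11208 genes differed between them by at least 1 on the log2 scale. Across these genes, which are not independent replicates, the difference had a Spearman's rho of -0.61 with exonic length and 0.19 with GC content.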

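Of the 11228 genes tested, 1211 were DEGs between PM-treated WT BMDMs with and without OI, with 258 higher and 953 lower with OI. DESeq2 gave 1214, of which 1208 were shared. Same-numbered replicates of the groups with and without OI deviated together, with a correlation of 0.73 across genes. The replicate block gave 1212 DEGs, of which 1208 were shared with the fit without the block. Its single term, shared by all 12 libraries, cannot follow a pairing that differs between the genotypes. Same-numbered replicates with PM had a correlation of -0.41 between WT and Acod1-/- BMDMs. Without the fold threshold, the adjusted p was met by 2391 higher and 2535 lower genes, or 51.5% lower against 78.7% with it. Scaling by total counts gave 187 higher and 1101 lower, and moved the median log2 fold change of all genes by -0.13. Of the 1028 DEGs that could be read from the paper's table, 991 were DEGs here. The largest increases among DEGs with an average CPM of at least 5 were in Ighm (log2 fold change 4.06, SE 0.185), Cdkn1c (3.25, SE 0.144) and Slc16a9 (2.95, SE 0.145). The largest decreases were in Rtp4 (-6.59, SE 0.142), Pclaf (-5.77, SE 0.111) and Tk1 (-5.70, SE 0.202). Marco and Ccna2, on the first lines of the paper's table with Rtp4, had log2 fold changes of -5.24 (SE 0.160) and -5.25 (SE 0.109). With the exception of Ighm, Pclaf and Marco, exons of these genes overlap those of another annotated gene.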

Transcriptomic analysis showed 1,030 DEGs between groups with and without OI (Figure 6C and Figure 6—source data 3). 

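With OI, the normalized CPM of Il1b in PM-treated WT BMDMs was 2.63 ± 0.586 (SD, n = 2) against 11.8 without it, a log2 fold change of -2.17 (SE 0.154, adjusted p = 2e-06 from edgeR's quasi-likelihood test). Tnf had 27.9 ± 8.40 normalized CPM (SD, n = 2) with OI against 69.8 without it, a log2 fold change of -1.32 (SE 0.156, adjusted p = 8.26e-05, edgeR). With each of the 4 libraries left out in turn, the log2 fold change of Tnf was between -1.67 and -1.04. The log2 fold changes of the NRF2 target genes Nqo1, Gclm and Hmox1 were 2.33 (SE 0.0897, adjusted p = 2.68e-08, edgeR), 1.68 (SE 0.0644) and 1.40 (SE 0.0951). The spread of a gene was estimated over all 6 groups, so these SEs and p-values draw on groups with less spread than that with OI. Over the edgeR and DESeq2 alternatives, the highest adjusted p was 0.0015 for Il1b, 0.0112 for Tnf and 0.000497 for Nqo1. Nfe2l2 had a log2 fold change of -0.22 (SE 0.0585, adjusted p = 0.0131, edgeR) and was not a DEG. Acod1 fell with OI, to 44.8 ± 17.4 normalized CPM (SD, n = 2), a log2 fold change of -1.97 (SE 0.211). With the replicate block, for which the correlation of same-numbered replicates was 0.73, the log2 fold changes of Il1b, Tnf, Nqo1, Gclm and Hmox1 were -2.17, -1.33, 2.33, 1.69 and 1.39. The median log2 fold change with OI was -0.99 for the 35 cytokine genes, of which 28 were lower and 17 were DEGs in that direction (adjusted p = 1.88e-11 from limma's camera test). Without the receptor genes Il7r and Il21r, 27 of 33 were lower and 16 were DEGs in that direction, with a median of -0.99. The median was 1.16 for the 23 NRF2 target genes, all of which were higher and 16 of which were DEGs (adjusted p = 2.47e-25, camera), and 0.47 for the 32 glutathione genes (adjusted p = 1.95e-06, camera). Of the glutathione genes, 10 were DEGs that rose with OI and 3 were DEGs that fell. Several genes, among them Gclm, belong to both the NRF2 target and the glutathione set, so these results are not independent. The medians of the 3 sets were -0.99, 1.16 and 0.47 with the replicate block, and over all alternatives they ranged from -1.12 to -0.99, from 1.02 to 1.19 and from 0.34 to 0.47.

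**Figure D3:**
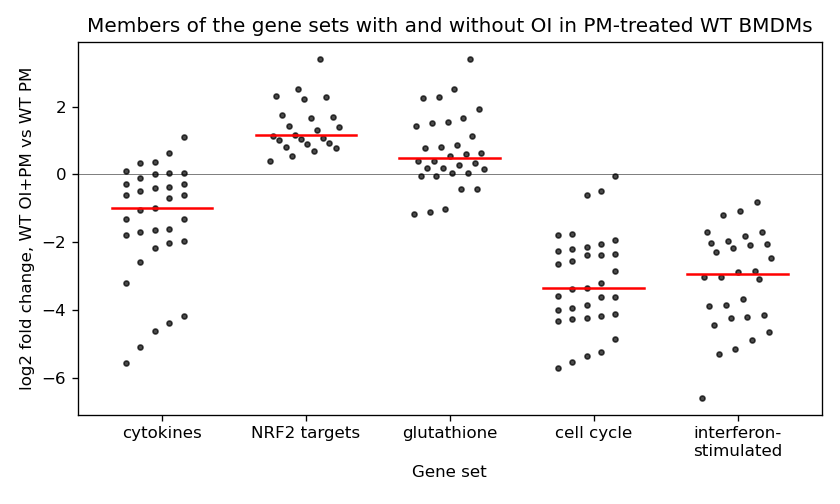
Log2 fold change between PM-treated WT BMDMs with and without OI for the members of 5 gene sets, where each point is a gene, its horizontal place within a set carries no value, and the red line is the median of the set. The median is -0.99 for cytokines, 1.16 for NRF2 targets, 0.47 for glutathione genes, -3.35 for cell cycle genes and -2.94 for interferon-stimulated genes.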

OI pretreatment significantly downregulated inflammatory gene expression in PM-treated BMDMs and upregulated NRF2 target genes. The effect of OI on these genes was not significantly different between WT and *Acod1^-/-^cells.* These results suggest that the effect of exogenous itaconate on the PM-induced transcriptomic response is markedly different from the effect of endogenous itaconate (Figure 6A).

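The same comparison was made in 2 libraries of PM-treated BMDMs labelled Acod1-/- with OI, with 34601719 and 33942254 reads on genes, against the 2 without it. It gave 1104 DEGs, with 208 higher and 896 lower with OI, and 970 of them were among the 1211 DEGs in WT, all in the same direction. Across all genes tested, which are not independent replicates, the log2 fold changes with OI in the 2 genotypes had a Pearson's r of 0.95. In the libraries labelled Acod1-/-, the log2 fold changes with OI were -1.22 for Tnf (SE 0.156), -3.45 for Il1b (SE 0.166), 2.32 for Nqo1 (SE 0.0904), 1.78 for Gclm (SE 0.0646) and 1.27 for Hmox1 (SE 0.0949). The difference between the genotypes in the effect of OI was tested as an interaction. It gave 0 DEGs, with 717 genes at an unadjusted p under 0.05. The replicate block also gave 0, where the correlation of same-numbered replicates with and without OI was 0.73 for WT and -0.09 for Acod1-/-. DESeq2 gave 5 DEGs for the interaction, which were Il1b, Hal, Fpr1, H2-Q6 and Nanos1, and all but Il1b are named after their values were seen. The interaction was -0.01 for Nqo1 on the log2 scale (SE 0.123, adjusted p = 0.993, edgeR), 0.10 for Gclm (SE 0.0887, adjusted p = 0.841), 0.11 for Tnf (SE 0.218, adjusted p = 0.911) and -0.12 for Hmox1 (SE 0.132, adjusted p = 0.853). For Il1b it was -1.28 (SE 0.237, adjusted p = 0.191, edgeR), a larger fall with OI in the libraries labelled Acod1-/-. The adjusted p of Il1b was 0.00236 over the 7 tested genes that the paper names, and 0.00942 over all genes with DESeq2, in a range of 0.00942 to 0.725 over the alternatives. The interaction for Il1b was -1.28 with the replicate block as well. From its own comparisons and Figure 6A, the paper proposes that exogenous itaconate affects the transcriptomic response to PM differently from endogenous itaconate.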

**Figure 6.**
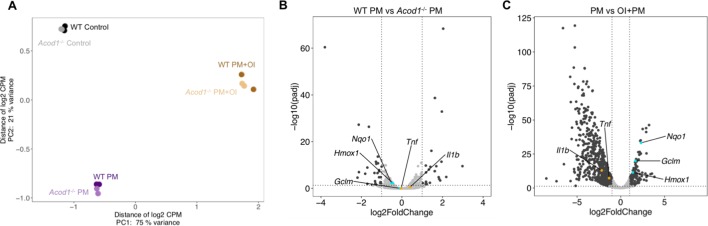
Endogenous and exogenous Itaconate have different effects on transcriptomic changes in response to PM. (**A**) PCA plot showing top 500 of 10,250 low expression removed gene features in WT or *Acod1*^-/-^BMDMs treated with PM and/or OI for 24 hours. (**B–C**) Volcano plots showing differentially expressed genes (DEGs) in (**B**) PM-treated *Acod1*^-/-^ BMDMs compared with PM-treated WT BMDMs (51 DEGs), and (**C**) OI and PM-treated WT BMDMs compared with only PM-treated WT BMDMs (1,030 DEGs). DEGs were identified using DESeq2 at FC > 2 and FDR adjusted p-value of p<0.05. Dark gray points represent significantly different genes; light gray points represent not significantly different genes. Inflammatory genes (orange) and NRF2 target genes (turquoise) were not significantly different between WT and *Acod1*^-/-^ BMDMs, while OI-pretreated BMDMs significantly expressed fewer inflammatory genes and more NRF2 target genes compared to BMDMs without OI pretreatment. Figure 6—source data 1.Table of gene feature counts for all samples as generated using featureCounts. Figure 6—source data 2.Differential expression analysis results of PM treated *Acod1^-/-^* BMDMs compared with PM treated WT BMDMs. Figure 6—source data 3.Differential expression analysis results of OI and PM treated BMDMs compared with only PM treated BMDMs.

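Principal components were computed from the log2 CPM of the 500 genes with the largest variance among the 11228 that passed the CPM filter, with a prior count of 2. The first component held 78.8% of the variance, the second 16.9% and the third 2.58%. When all filtered genes were used, the first component held 71.4%. With each library left out in turn, the SD of the share was 2.47 percentage points for the first component and 2.34 for the second. On the plane of the first 2 components, the mean of PM-treated Acod1-/- BMDMs lay 1.60 units from that of PM-treated WT BMDMs. The mean of WT BMDMs with OI and PM lay 68.3 units from that of WT BMDMs with PM alone, and the corresponding distance for Acod1-/- BMDMs was 67.6. Vehicle-treated WT BMDMs lay 39.7 units from those with PM. On the third component, the 6 WT libraries lay between -8.49 and -5.03 and the 6 Acod1-/- libraries between 4.94 and 7.48.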

### Endogenous itaconate production is not required for PM- or LPS-induced NRF2 expression

Recent studies suggest that itaconate exerts its inhibitory effects on LPS-induced inflammation via activation of NRF2, a transcriptional factor that plays a key role in antioxidant defense (Mills et al., 2018). Both PM and LPS induce mitochondrial production of reactive oxygen species which promote inflammatory gene expression (Hsu and Wen, 2002; Soberanes et al., 2012); however, PM contains a mixture of metals and other compounds which have their own redox-modulating properties (Jeng, 2010). We thus hypothesized that differential effects of PM and LPS on NRF2 activation may explain the lack of effect of endogenous itaconate on inflammation in PM-treated *Acod1^-/-^* BMDMs. We found that PM upregulated NRF2 and its target genes (*Nqo1, Gclm, Hmox1*) equally in WT and *Acod1*^-/-^ BMDM (Figure 7A,B). These results suggested that itaconate-independent activation of NRF2 might explain the fact that no augmented inflammatory gene expression was observed in *Acod1^-/-^* cells after PM exposure.

**Figure 7.**
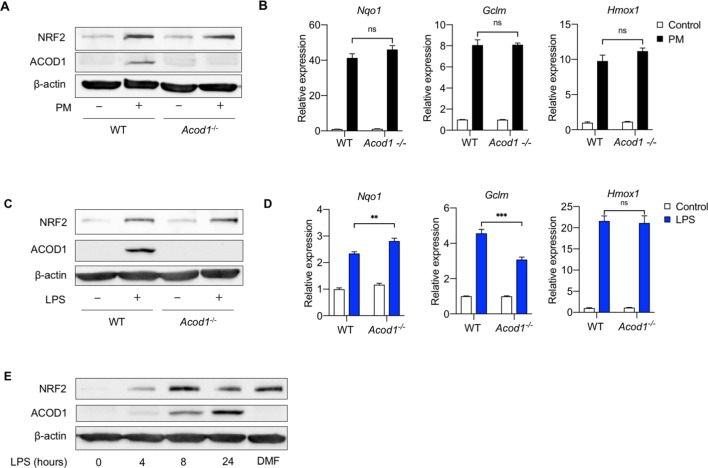
Acod1 and endogenous Itaconate production is not required for PM and LPS-induced activation of NRF2 pathway. (**A, B**) We treated WT and *Acod1*^-/-^ BMDMs with PM for 24 hours and measured (**A**) protein expression of NRF2 (Western blot) and (**B**) mRNA expression of NRF2 target genes *Nqo1, Hmox1* and *Gclm* (qPCR). NRF2 protein and target genes are unchanged between WT and *Acod1*^-/-^ (**C, D**) We treated WT and *Acod1*^-/-^ BMDMs with LPS (100 ng/ml) for 24 hours and measured (**C**) protein expression of NRF2 (Western blot) and (**D**) mRNA expression of NRF2 target genes *Nqo1, Hmox1* and *Gclm* (qPCR). NRF2 protein is not different between WT and *Acod1*^-/-^ cells. (**E**) We treated WT BMDMs with LPS for 4, 8, and 24 hours and measured protein expression of NRF2 and ACOD1 (Western blot) over time. Dimethyl fumarate (DMF, 0.1 mM) was used as a positive control for NRF2 expression. The expression of NRF2 precedes ACOD1 and the peak expression of NRF2 occurs before the peak expression of ACOD1. Significance of qPCR data was analyzed with one-way ANOVA corrected with Bonferroni’s post hoc test for multiple comparisons, *p<0.05, **p<0.01, ***p<0.001.

As our experiments in *Acod1^-/-^* BMDMs showed that Acod1 is not required for PM-induced NRF2 activation, we sought to determine whether endogenous itaconate production is required for LPS-induced NRF2 activation. Surprisingly, we found that similar to PM-induced NRF2 activation, Acod1 expression was not required for LPS-mediated induction of NRF2 protein or target gene expression (Figure 7C,D). NRF2 protein levels were similarly upregulated in both LPS-treated WT and *Acod1^-/-^* cells (Figure 7C). While *Gclm* expression was slightly reduced in *Acod1^-/-^* cells, *Hmox1* induction was not affected by *Acod1* deficiency and *Nqo1* was more highly induced by LPS in *Acod1^-/-^* cells (Figure 7D).

Furthermore, we found that NRF2 induction after LPS treatment occurs prior to Acod1 induction (Figure 7E). Treatment with LPS induced a time-dependent expression of ACOD1 and NRF2. Interestingly, expression of NRF2 occurred at an earlier time point compared to ACOD1 (4 hours vs. 8 hours). Maximal expression of NRF2 also preceded the maximal expression of ACOD1 (8 hours vs 24 hours). Taken together, our results suggest that although NRF2 activation has been proposed to be the mechanism by which itaconate exerts its inflammatory effect, NRF2 induction occurs prior to ACOD1, and furthermore, ACOD1 is not required for NRF2 activation downstream of either PM or LPS.

### NRF2 is not required for the anti-inflammatory effects of exogenous itaconate

To date, the majority of studies investigating the role of Acod1 and itaconate on inflammation, including those linking NRF2 to the mechanisms by which itaconate may regulate inflammation, have largely focused on the effects of exogenously-applied cell membrane-permeable forms of itaconate (e.g., dimethyl itaconate and OI) (Lampropoulou et al., 2016; Bambouskova et al., 2018; Mills et al., 2018; Zhao et al., 2019). NRF2 has been suggested to regulate the effect of OI on IL-1β expression; however, as we saw that OI reduced PM and LPS-induced expression of other cytokines, including TNFα, the expression of which is not regulated by endogenous itaconate, we examined whether the effect of OI on these cytokines was regulated by NRF2. We found that, consistent with previous findings (Mills et al., 2018), OI treatment was sufficient to induce NRF2 protein and expression of NRF2 target genes (*Nqo1*, *Gclm*, and *Hmox1*) (Figure 8A,B). OI induced NRF2 protein expression to a similar extent as PM, and the combination of OI and PM caused a further increase in NRF2 protein levels and expression of its target gene, *Nqo1* (Figure 8A,B).

**Figure 8.**
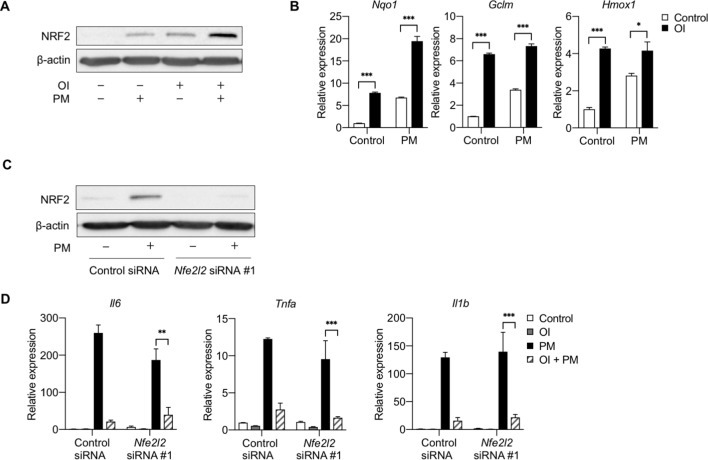
NRF2 is not required for the anti-inflammatory effects of exogenous itaconate (OI) on PM-induced inflammatory response. (**A**) Western blot showing upregulation of NRF2 protein following 2 hours of OI pretreatment (0.25 mM) followed by 4 hours of PM (20 µg/cm^2^) treatment. The combination of OI and PM further increased NRF2 activation. (**B**) qPCR of NRF2 target genes (*Nqo1*, *Gclm*, and *Hmox1)* in WT BMDMs treated with PM for 4 hours, with or without OI pretreatment (0.25 mM, for 2 hours). (**C**) BMDMs transfected with scramble control siRNA or *Nfe2l2* siRNA (#1), Western blot analysis of control siRNA and *Nfe2l2* siRNA (#1)-transfected BMDMs following 4 hours of PM treatment to induce NRF2 protein. (**D**) qPCR of pro-inflammatory cytokine genes (*Tnfa*, *Il6* and *Il1b*) in *Nfe2l2* siRNA-transfected BMDMs treated with OI (2 hours of pretreatment) and PM (4 hours). Significance of qPCR was analyzed with one-way ANOVA corrected with Bonferroni’s post hoc test for multiple comparisons, *p<0.05, **p<0.01, ***p<0.001.

**Figure 8—figure supplement 1.**
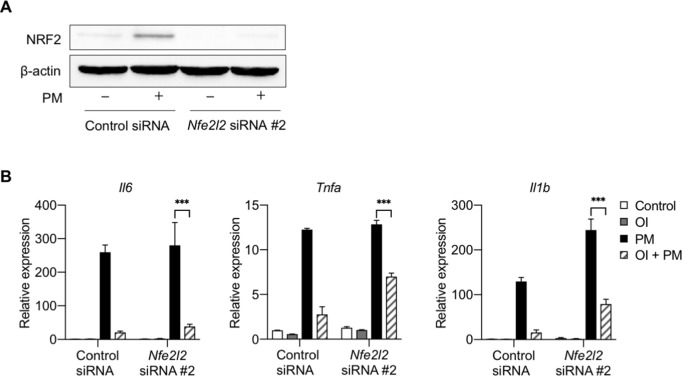
NRF2 is not required for the anti-inflammatory effects of exogenous itaconate (OI) on PM-induced inflammatory response. (**A**) Western blot of NRF2 protein in BMDMs transfected with scramble control or *Nfe2l2* siRNA (#2), then treated with PM (20 µg/cm^2^) for 4 hours. NRF2 protein is induced by PM in cells with control siRNA, but not with *Nfe2l2* siRNA. (**B**) qPCR of pro-inflammatory cytokine genes (*Tnfa*, *Il6* and *Il1b*) in control or *Nrf2* siRNA (#2) transfected BMDMs treated with PM (20 µg/cm^2^) for 4 hours, with or without OI pretreatment (0.25 mM, for 2 hours). Significance of qPCR was analyzed with one-way ANOVA corrected with Bonferroni’s post hoc test for multiple comparisons, *n* = 3; *p<0.05, **p<0.01, ***p<0.001.

To determine whether NRF2 is required for the OI-mediated attenuation of inflammatory cytokine expression, we transfected BMDMs with two independent siRNAs targeting *Nfe2l2*, or a non-targeting control. NRF2 protein was confirmed to be eliminated by Western blot analysis, as *Nfe2l2* siRNA-transfected cells did not upregulate NRF2 protein following 4 hours of PM treatment (Figure 8C, Figure 8—figure supplement 1).

Despite the loss of NRF2, we found that OI still exhibited its anti-inflammatory effects on PM-induced inflammation. OI attenuated PM-induced proinflammatory cytokine (*Tnfa*, *Il6*, *Il1b*) expression in both control and NRF2 knockdown cells (Figure 8D). These data suggest that NRF2 is not required for exogenous itaconate to attenuate PM-induced inflammation and are in contrast to recent results suggesting that OI exerts its anti-inflammatory effect on LPS-induced inflammation by upregulating NRF2 (Mills et al., 2018).

Because of the differences between PM and LPS, we then looked at the effect of OI on LPS-induced inflammation. While OI similarly decreased LPS-induced inflammation (Figure 9A), in contrast to PM treatment, LPS alone did not induce significant NRF2 target gene activation after 4 hours. No additional effect was seen on NRF2 target gene expression with the combination of LPS and OI (Figure 9B). Furthermore, consistent with our findings with PM, OI reduced inflammatory gene expression in response to LPS independent of NRF2 induction (Figure 9C, Figure 9—figure supplement 1). Taken together, our results suggest that although NRF2 is induced by OI, this activation is not required for the anti-inflammatory effect of exogenous itaconate.

**Figure 9.**
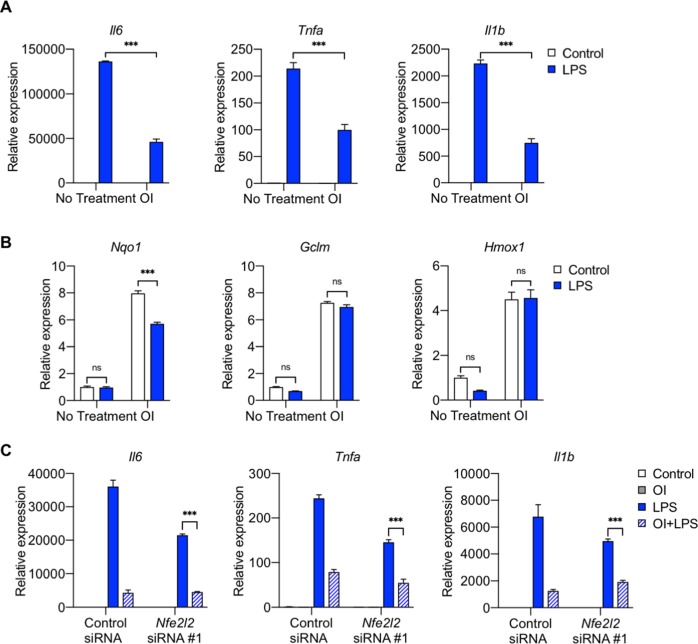
NRF2 is not required for the anti-inflammatory response of exogenous itaconate (OI) on LPS-induced inflammatory response. (**A–B**) qPCR of (**A**) proinflammatory cytokine (*Tnfa*, *Il6* and *Il1b*) genes and (**B**) NRF2 target genes (*Nqo1*, *Gclm*, and *Hmox1)* in WT BMDMs treated with LPS (100 ng/ml, 4 hours), with or without OI pretreatment (0.25 mM, 2 hours). (**C**) qPCR of pro-inflammatory cytokine genes (*Tnfa*, *Il6* and *Il1b*) in control or *Nfe2l2* siRNA (#1)-transfected BMDMs treated with LPS for 4 hours, with or without OI pretreatment (0.25 mM, 2 hours). Significance of qPCR was analyzed with one-way ANOVA corrected with Bonferroni’s post hoc test for multiple comparisons, *n* = 3; *p<0.05, **p<0.01, ***p<0.001.

**Figure 9—figure supplement 1.**
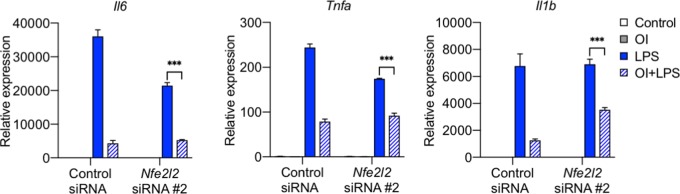
NRF2 is not required for the anti-inflammatory effects of exogenous itaconate (OI) on LPS-induced inflammatory response. qPCR of pro-inflammatory cytokine genes (*Tnfa*, *Il6* and *Il1b*) in control or *Nfe2l2* siRNA (#2) transfected BMDMs treated with LPS for 4 hours, with or without OI pretreatment (0.25 mM, for 2 hours). Significance of qPCR was analyzed with one-way ANOVA corrected with Bonferroni’s post hoc test for multiple comparisons, *n* = 3; *p<0.05, **p<0.01, ***p<0.001.

### Itaconate does not modulate PM-induced inflammation or NRF2 response in vivo

Lungs are the primary site of entry for PM, and we have previously demonstrated that alveolar macrophages (AMs) are metabolically distinct from BMDMs (Woods et al., 2020). We thus sought to determine whether the role of itaconate in AMs is similar to what we observed in BMDMs. We first isolated alveolar macrophages from WT and *Acod1*^-/-^ mice and then treated them with PM as we did in BMDMs (Figure 10—figure supplement 1). As expected, there was no *Acod1* expression in *Acod1*^-/-^alveolar macrophages and treatment with PM induced a significant increase in the expression of *Acod1* mRNA in WT alveolar macrophages (Figure 10—figure supplement 1A). PM increased the expression of inflammatory cytokine genes (*Il6*, *Tnfa*, and *Il1b*) as well as IL-6 and TNFα protein levels in media both in WT and *Acod1*^-/-^alveolar macrophages (Figure 10—figure supplement 1B,C). There was no difference in cytokine mRNA or protein expression between WT and *Acod1*^-/-^alveolar macrophages. As we observed in BMDMs, PM caused similar increases in the expression of NRF2 target genes in WT and *Acod1*^-/-^alveolar macrophages (Figure 10—figure supplement 1D).

We next investigated whether itaconate plays a role in inflammation in an in vivo model. We intratracheally instilled either PBS or PM (in PBS) into the lungs of WT and *Acod1*^-/-^ mice as we previously described (Mutlu et al., 2006; Mutlu et al., 2007). Twenty-four hours after instillation, we obtained bronchoalveolar lavage (BAL) fluid to measure cytokine levels as well as to isolate AMs for gene expression analysis. AM expression of *Acod1* was significantly induced by PM in WT mice only (Figure 10A). Inflammatory cytokine genes (*Il6*, *Tnfa*, and *Il1b*) were significantly induced by PM in AMs from both WT and *Acod1*^-/-^ mice. There was no difference in levels of inflammatory cytokine genes between the WT and *Acod1*^-/-^ groups (Figure 10B). Analysis of cytokine levels in the BAL fluid by ELISA showed similar increases in IL-6 and TNFα following PM treatment, with no differences between WT and *Acod1*^-/-^ mice (Figure 10C). Collectively, these data suggest that itaconate does not play a role in PM-induced inflammation in vitro or in vivo.

**Figure 10.**
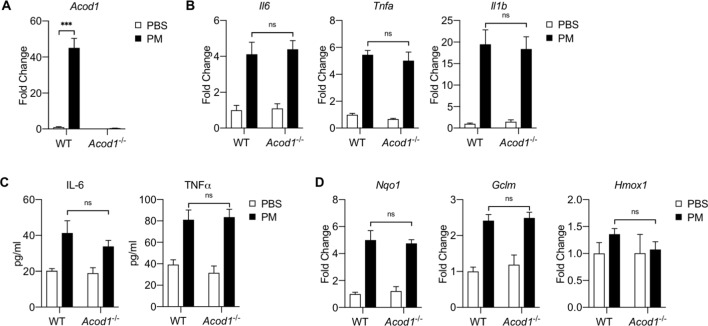
Acod1 and Itaconate are not required for PM-induced inflammation in an in vivo model of PM exposure. WT and *Acod1^-/^*^-^mice were treated intratracheally with PM (100 μg) or PBS and 24 hours later, bronchoalveolar lavage (BAL) fluid was collected to obtain alveolar macrophages and cytokine levels in fluid. (**A**) *Acod1* gene expression is induced in alveolar macrophages by in vivo PM treatment in WT mice as measured by qPCR. (**B**) Inflammatory genes (*Il6, Tnfa, Il1b*) as measured by qPCR were equally upregulated by PM treatment in vivo in both WT and *Acod1*^-/-^ mice. (**C**) Cytokine levels of IL-6 and TNFα in BAL fluid as measured by ELISA; IL-6 and TNFα levels increase equally with PM treatment in both WT and *Acod1*^-/-^ mice. (**D**) NRF2 target genes (*Nqo1*, *Gclm*, *Hmox1*) were upregulated with PM treatment as measured by qPCR, with no difference between WT and *Acod1*^-/-^ mice. Significance was analyzed with one-way ANOVA corrected with Bonferroni’s post hoc test for multiple comparisons, *n =* 6; *p<0.05, **p<0.01, ***p<0.001.

**Figure 10—figure supplement 1.**
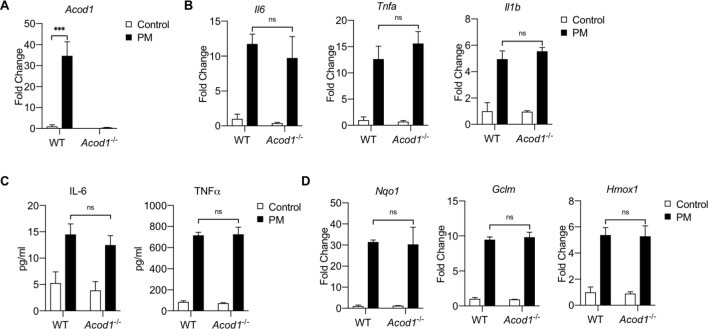
Acod1 and Itaconate are not required for PM-induced inflammatory response in tissue resident alveolar macrophages. Primary tissue resident alveolar macrophages were isolated from WT and *Acod1*^-/-^ mice and cultured in vitro for 2 hours before treatment with PM (20 µg/cm^2^) for 24 hours. Gene expression was measured by qPCR. (**A**) *Acod1* gene expression is significantly induced by PM treatment only in WT alveolar macrophages. (**B**) Inflammatory genes (*Il6, Tnfa, Il1b*) were equally upregulated by PM treatment in both WT and *Acod1*^-/-^alveolar macrophages. (**C**) Cytokine levels of IL-6 and TNFα in media as measured by ELISA; IL-6 and TNFα levels increase with PM treatment in both WT and *Acod1*^-/-^alveolar macrophages equally. (**D**) NRF2 target genes (*Nqo1*, *Gclm*, *Hmox1*) were upregulated with PM treatment as measured by qPCR, with no difference between WT and *Acod1*^-/-^ cells. Significance was analyzed with one-way ANOVA corrected with Bonferroni’s post hoc test for multiple comparisons, *p<0.05, **p<0.01, ***p<0.001.

## Discussion

Exposure to PM air pollution is associated with significant morbidity and mortality (Hamanaka and Mutlu, 2018). Air pollution exposure is one of the top preventable causes of death in the world (McGlade and Landrigan, 2019). It is estimated that exposure to air pollution causes 4.2 million premature deaths worldwide every year according to the World Health Organization (Hamanaka and Mutlu, 2018; WHO, 2018). Since limiting exposure to PM cannot be achieved immediately, a better understanding of the mechanisms by which PM causes morbidity and mortality is required in order to combat the effects of air pollution on public health.

As lungs are the entry site for PM, it is not surprising that lung inflammation plays an important role in PM-induced adverse health effects, which are predominantly cardiopulmonary diseases. We have previously reported that macrophages, and in particular, their production of IL-6, are required for the PM-induced lung inflammation and resultant acute thrombotic cardiovascular events (Mutlu et al., 2007; Chiarella et al., 2014; Soberanes et al., 2019). However, the mechanisms regulating PM-induced inflammation in the lung are not completely understood.

In this study, using an unbiased approach with RNA-seq, we first discovered *Acod1* as the gene most induced by PM in macrophages. In a time-dependent fashion, PM induced the mRNA and protein expression of ACOD1, which was not evident at earlier time points (4, 8 hours) but was detected at 24 hours. Confirming a functional role, PM-induced expression of ACOD1 led to production of itaconate in our metabolomics measurements.

Assessment of the effect of PM on mitochondrial function showed that PM has a time-dependent effect on mitochondrial respiration. While PM increased mitochondrial OCR at 1 hour, it reduced OCR at 24 hours. Similarities in the time dependency between the effects of PM on ACOD1/itaconate and mitochondrial respiration led us to explore whether itaconate is responsible for the late reduction of OCR following PM exposure. Using *Acod1^-/-^* macrophages, we found that itaconate is required for the PM-induced reduction in mitochondrial OCR at 24 hours. Consistent with a role of itaconate as an inhibitor of succinate dehydrogenase, we found that *Acod1^-/-^* BMDMs lack succinate accumulation following PM treatment. This finding is in agreement with findings by Cordes et al., which showed a loss of succinate accumulation in response to LPS stimulation in *Acod1^-/-^* macrophages (Cordes et al., 2016). Collectively, our data support a key role for Acod1 and itaconate in the metabolic reprogramming of macrophages in response to both LPS and PM stimulation.

Interestingly, although we found that endogenous itaconate production was an important regulator of mitochondrial metabolism and respiration in PM-treated macrophages, we were unable to find an effect of endogenous itaconate on PM-induced inflammation. This was in contrast to the effect of *Acod1* deletion on LPS-induced inflammation, in which IL-6 and IL-1β induction was augmented in the absence of endogenous itaconate production. Our results show a stimulus dependency for the effect of itaconate that has not been previously demonstrated. Thus, although PM and LPS both promote inflammatory cytokine expression and itaconate-dependent metabolic reprogramming, the effects of itaconate on inflammation differ between the two stimuli.

To enhance our understanding of the role of itaconate in the lungs with PM exposure, we used an in vivo model of PM exposure in WT and *Acod1*^-/-^ mice. Similar to our in vitro data, in vivo exposure of mice to PM shows that while *Acod1* is highly upregulated in the lung macrophages following PM exposure, the presence or lack of *Acod1* did not affect inflammation in the lung. Expression of IL-6 and TNFα were equally increased with PM exposure, regardless of ACOD1 expression status.

To date, the majority of studies investigating the role of Acod1 and itaconate on metabolism have largely focused on the effects of exogenously-applied cell membrane-permeable forms of itaconate (e.g., dimethyl itaconate and OI) (Lampropoulou et al., 2016; Bambouskova et al., 2018; Zhao et al., 2019). Following the initial studies with dimethyl itaconate (Lampropoulou et al., 2016; Bambouskova et al., 2018; Zhao et al., 2019), a more recent study questioned whether treatment with dimethyl itaconate actually increases intracellular levels of itaconate (ElAzzouny et al., 2017). In response to this limitation of dimethyl itaconate, Mills and colleagues proposed the use of OI as a cell permeable form of itaconate and demonstrated that OI does increase intracellular levels of itaconate (Mills et al., 2018). Our results showing that OI reduces PM-induced cytokine production are in agreement with Mills and colleagues suggesting that the exogenous cell membrane-permeable version of itaconate has anti-inflammatory effects. However, given the differing effects of endogenous itaconate production versus OI treatment on PM-treated macrophages, our results suggest additional cautions should be taken when extrapolating the effects of cell-permeable itaconate analogs to the effects of endogenously-produced itaconate. This is highlighted by the fact that while OI is sufficient to induce NRF2 activation in macrophages, Acod1 is not required for NRF2 activation in response to PM or LPS. It would be expected that if a major effect of endogenous itaconate production were NRF2 activation, this should have been absent in *Acod1^-/-^* BMDMs. This loss of function experiment was notably lacking in the previous report linking itaconate with NRF2. Our results suggest that location of itaconate plays a major role in regulating its downstream effects.

While our results agree with Mills et al that OI activates the NRF2 antioxidant pathway by upregulation of NRF2 protein and its target genes, we found that NRF2 was dispensable for the anti-inflammatory effects of OI. Mills et al assessed the anti-inflammatory effects of OI by Western blot for intracellular IL-1β. Our findings examining the expression of multiple cytokines at the mRNA level suggest that NRF2 does not play a major role in regulating the anti-inflammatory effect of OI.

In conclusion, we found that exposure of macrophages to PM induces a mitochondrial enzyme, ACOD1 and production of a mitochondrial metabolite, itaconate, which is required for PM-induced metabolic reprogramming. Although endogenous itaconate reprograms mitochondrial function in PM-treated macrophages, it does not have a major effect on PM-induced gene expression or inflammatory response in vitro or in vivo. Future work will be required to determine whether endogenous itaconate regulates other macrophage functions. Our finding that itaconate is secreted from macrophages suggests that important, unexplored effects of itaconate production may occur in non-macrophage cells. Our results also caution about the interpretation of results achieved using exogenous cell membrane-permeable forms of itaconate as they may not represent the effects of endogenously-produced itaconate. Further, our results suggest that our understanding of the role of NRF2 in the cellular response to itaconate is far from complete. While OI is sufficient to induce NRF2 activation in macrophages, endogenous itaconate production is not required for PM or LPS-mediated NRF2 activation.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*M. musculus*)	Acod1		Aconitate decarboxylase 1; Irg1	
Strain, strain background (*M. musculus*)	C57BL/6NJ (WT)	Jackson Laboratory	Stock No. 005304	Male (7–11 weeks)
Strain, strain background (*M. musculus*)	C57BL/6NJ-*Acod1^em1(IMPC)J^*/J (Acod1 KO)	Jackson Laboratory	Stock No. 029340, RRID:IMSR_JAX:029340	Male (7–11 weeks)
Transfected construct (*M. musculus*)	Non-targeting siRNA	Dharmacon	D-001810-01-05	
Transfected construct (*M. musculus*)	*Nfe2l2* siRNA #1	Dharmacon	J-040766-08-0002	
Transfected construct (*M. musculus*)	*Nfe2l2* siRNA #2	Dharmacon	J-040766-06-0002	
Antibody	Anti-β-actin (mouse, monoclonal)	Sigma Aldrich	Catalog #: A5441, RRID:AB_476744	WB (1:10,000)
Antibody	Anti-ACOD1 (rabbit, polyclonal)	Thermo Fisher Scientific	Catalog #: PA5-49094, RRID:AB_2634550	WB (1:500)
Antibody	Anti-NRF2 (rabbit, monoclonal)	Abcam	Catalog #: Ab62352, RRID:AB_944418	WB (1:1000)
Antibody	Anti-iNOS (rabbit, polyclonal)	Cell Signaling Technology	Catalog #: 2982, RRID:AB_1078202	WB (1:1000)
Antibody	Anti-rabbit IgG, HRP-linked Antibody	Cell Signaling Technology	Catalog #: 7074, RRID:AB_2099233	WB (1:2000)
Antibody	Anti-mouse IgG, HRP-linked Antibody	Cell Signaling Technology	Catalog #: 7076, RRID:AB_330924	WB (1:2000)
Sequence-based reagent	RPL13a_F	This paper	PCR Primers	GAGGTCGGGTGGAAGTACCA
Sequence-based reagent	RPL13a_R	This paper	PCR Primers	TGCATCTTGGCCTTTTCCTT
Sequence-based reagent	Acod1_F	This paper	PCR Primers	TTTGGGGTCGACCAGACTTC
Sequence-based reagent	Acod1_R	This paper	PCR Primers	CCATGGAGTGAACAGCAACAC
Sequence-based reagent	Il6_F	This paper	PCR Primers	TCCTCTCTGCAAGAGACTTCC
Sequence-based reagent	Il6_R	This paper	PCR Primers	AGTCTCCTCTCCGGACTTGT
Sequence-based reagent	Tnfa_F	This paper	PCR Primers	ATGGCCTCCCTCTCATCAGT
Sequence-based reagent	Tnfa_R	This paper	PCR Primers	TGGTTTGCTACGACGTGGG
Sequence-based reagent	Il1b_F	This paper	PCR Primers	GCCACCTTTTGACAGTGATGA
Sequence-based reagent	Il1b_R	This paper	PCR Primers	GACAGCCCAGGTCAAAGGTT
Sequence-based reagent	Nqo1_F	This paper	PCR Primers	GGTAGCGGCTCCATGTACTC
Sequence-based reagent	Nqo1_R	This paper	PCR Primers	CGCAGGATGCCACTCTGAAT
Sequence-based reagent	Gclm_F	This paper	PCR Primers	AGTTGACATGGCATGCTCCG
Sequence-based reagent	Gclm_R	This paper	PCR Primers	CCATCTTCAATCGGAGGCGA
Sequence-based reagent	Hmox1_F	This paper	PCR Primers	GAGCAGAACCAGCCTGAACT
Sequence-based reagent	Hmox1_R	This paper	PCR Primers	AAATCCTGGGGCATGCTGTC
Sequence-based reagent	Nos2_F	This paper	PCR Primers	TTCACAGCTCATCCGGTACG
Sequence-based reagent	Nos2_R	This paper	PCR Primers	TCGATGCACAACTGGGTGAA
Commercial assay or kit	Direct-zol RNA Miniprep Kits	Zymo Research	R2053	
Commercial assay or kit	Mouse IL-6 DuoSet ELISA	R and D Systems	DY406	
Commercial assay or kit	Mouse TNF-alpha DuoSet ELISA	R and D Systems	DY410	
Commercial assay or kit	Seahorse XFe24 FluxPak	Agilent	102340–100	
Commercial assay or kit	Seahorse XF Plasma Membrane Permeabilizer	Agilent	102504–100	
Commercial assay or kit	Mouse Macrophage Nucleofector Kit	Lonza	VPA-1009	
Chemical compound, drug	4-Octyl Itaconate	Sigma Aldrich	SML2338	
Chemical compound, drug	Itaconic Acid	Sigma Aldrich	I29204	
Chemical compound, drug	Malonic Acid	Sigma Aldrich	M1296	
Chemical compound, drug	Pyruvic Acid	Sigma Aldrich	107360	
Chemical compound, drug	Malic Acid	Sigma Aldrich	02288	
Chemical compound, drug	Succinic Acid	Sigma Aldrich	S3674	
Chemical compound, drug	Particulate Matter (PM)	NIST	Urban Dust - SRM 1649a	
Chemical compound, drug	Lipopolysaccharide	Santa Cruz	sc-3535	
Chemical compound, drug	Oligomycin	Fisher Scientific	49-545-510MG	
Chemical compound, drug	FCCP	Sigma Aldrich	C2920	
Chemical compound, drug	Antimycin A	Sigma Aldrich	A8674	
Chemical compound, drug	Rotenone	Sigma Aldrich	R8875	
Chemical compound, drug	Recombinant Mouse M-CSF	BioLegend	576408	
Software, algorithm	Prism 8	GraphPad	RRID:SCR_002798	
Software, algorithm	FastQC	Babraham Institute	RRID:SCR_014583	
Software, algorithm	STAR	PMID:23104886	RRID:SCR_015899	
Software, algorithm	Picard	Broad Institute	RRID:SCR_006525	
Software, algorithm	RSeQC	PMID:22743226	RRID:SCR_005275	
Software, algorithm	FeatureCounts	WEHI	RRID:SCR_012919	
Software, algorithm	DESeq2	Bioconductor	RRID:SCR_015687	

### Cell isolation and culture

All animal experiments and procedures were performed according to the protocols approved by the Institutional Animal Care and Use Committee at the University of Chicago. We used primary murine cells (bone marrow-derived macrophages (BMDMs)), which we isolated as we have recently reported (Woods et al., 2020). Hematopoietic cells were isolated from bone marrow of C57BL/6NJ (Stock No: 005304) and *Acod1^-/-^* (Stock No: 029340) (both from Jackson Laboratory) mice and cultured with M-CSF (20 µg/L, BioLegend, catalog number 576408) in vitro for 8–10 days to generate BMDMs. Tissue-resident alveolar macrophages were isolated by standard BAL fluid collection, as we have previously described (Chiarella et al., 2014; Soberanes et al., 2019), and cultured in media for 2 hr before treatment. For all experiments, cells were cultured in complete medium containing RPMI (Gibco, catalog number A10491), supplemented with 10% heat-inactivated FBS (Gemini, catalog number 100–106) and 1% penicillin-streptomycin (Gemini, 400–109).

Reagents were purchased from Sigma-Aldrich, including: 4-Octyl itaconate (catalog number SML2338), Itaconic Acid (catalog number I29204), Malonic Acid (M1296). Particulate matter (SRM 1649a, Urban Dust) was from National Institute of Standards Technology (NIST). Lipopolysaccharide was purchased from Santa Cruz (sc-3535). Full details of reagents used are included in the Key Resources Table.

### Cell lysis and western blotting

Cells were scraped into RIPA buffer (Thermo-Scientific, catalog number 89900) with protease and phosphatase inhibitors (Thermo-Scientific, 1861284), sonicated for 10 s on a Fisher Scientific 100 model at speed setting 2. Samples were resolved by SDS-PAGE on 10% polyacrylamide gels and transferred to nitrocellulose (Bio-Rad, catalog number 1620167). Primary antibodies used were mouse anti-β-actin monoclonal antibody (Sigma, catalog number A5441; lot number 037K488; 1:10,000), ACOD1 polyclonal antibody (Invitrogen, catalog number PA5-49094, 1:500), NRF2 monoclonal antibody (Abcam, catalog number ab62352, 1:1000), iNOS Antibody (Cell Signaling Technology, catalog number 2982S, 1:1000). Secondary antibodies used were anti-rabbit IgG HRP-linked antibody (Cell Signaling Technology, catalog number 7074S) and anti-mouse IgG HRP-linked antibody (Cell Signaling Technology, catalog number 7076S).

### Quantitative PCR

Total RNA was extracted with TRI Reagent (Zymo Research, R2050-1-200). RNA was then isolated using the Zymo Direct-zol RNA Miniprep Kit (Zymo Research, catalog number R2053) and reverse-transcribed using Bio-Rad iScript Reverse Transcription Supermix (Bio-Rad, catalog number 1708841) in a Bio-Rad C1000 Touch Thermal Cycler. Quantitative mRNA expression was determined by real-time qPCR using iTaq Universal SYBR Green Supermix (Bio-Rad, catalog number 172–5121).

qPCR primer sequences used are as follows:

*Rpl13a* (control) (5’-GAGGTCGGGTGGAAGTACCA-3’, 5’-TGCATCTTGGCCTTTTCCTT-3’),
*Acod1* (5’-TTTGGGGTCGACCAGACTTC-3’, 5’-CCATGGAGTGAACAGCAACAC-3’),
*Il6* (5’-TCCTCTCTGCAAGAGACTTCC-3’, 5’-AGTCTCCTCTCCGGACTTGT-3’),
*Tnfa* (5’-ATGGCCTCCCTCTCATCAGT-3’, 5’-TGGTTTGCTACGACGTGGG-3’),
*Il1b* (5’-GCCACCTTTTGACAGTGATGA-3’,5’-GACAGCCCAGGTCAAAGGTT-3’),
*Nqo1* (5’-GGTAGCGGCTCCATGTACTC-3’, 5’-CGCAGGATGCCACTCTGAAT-3’),
*Gclm* (5’-AGTTGACATGGCATGCTCCG-3’, 5’-CCATCTTCAATCGGAGGCGA-3’),
*Hmox1* (5’-GAGCAGAACCAGCCTGAACT −3’, 5’- AAATCCTGGGGCATGCTGTC-3’),
*Nos2* (5’-TTCACAGCTCATCCGGTACG −3’, 5’- TCGATGCACAACTGGGTGAA-3’).

### ELISA

Cells were treated in complete medium for 24 hours, and the media was collected. IL-6 and TNFα cytokine levels in the media were then measured with DuoSet ELISA kits (R and D systems, catalog number DY406 and DY410) according to manufacturer’s protocol.

### RNA sequencing

RNA was isolated and submitted for sequencing (50 bp SE). Quality assessment of sequencing files was assessed with FastQC. Reads were mapped to the GRCm38 reference genome using STAR aligner (Dobin et al., 2013), and quality was assessed using Picard tools and RSeQC (Wang et al., 2012). Genes were quantified using featureCounts, and low expression genes were removed at cpm = 1.5. Differentially expressed genes (DEGs) were identified using DESeq2 analysis at FC > 2 and FDR adjusted p-value p<0.05.

### Metabolomics

BMDMs were plated at 3 × 10^6^ cells on 60 mm tissue culture plates for 2 hours, then treated with PM (20 μg/cm^2^) for 24 hours prior to metabolite extraction. Cells were washed with 5% mannitol solution and metabolites were extracted with 400 μl methanol. 275 μl internal standard was added, then the extracts were centrifuged at 2,300 × g for 5 min. The supernatant was transferred to pre-washed centrifugal filter units (HMT, Human Metabolome Technologies, Boston, MA) and centrifuged at 9,100 × g at 4°C for 2 hours. Centrifuged samples were sent to HMT for processing and analysis.

### Extracellular itaconate measurement

This measurement was performed by Mass spectrometry, Metabolomics and Proteomics Facility in Research Resources Center of University of Illinois at Chicago. All samples are analyzed by Waters ACQUITY UPLC BEH C18 Column, 130Å, 1.7 μm, 2.1 mm X 100 mm coupled to an Agilent 1260 UPLC system, which was operated at a flow rate of 500 uL/min. A linear gradient of 1–60% buffer B (100% MeOH) was applied. MS data were acquired by MRM scan (Negative ESI spray voltage 4.5kV, temperature 550 degrees, m/z range 50–300) monitoring signature product ions 129 > 69 (Quantifier) and 129 > 59 (Qualifier) transitions. The quantification was achieved using peak area of monitored transitions. All the samples were analyzed by triplicate.

### siRNA knockdowns

BMDMs (1 × 10^6^ cells) were transfected with siRNA (250 pmol) and Amaxa Mouse Macrophage Nucleofector Kit (Lonza, catalog number VPA-1009) using a Lonza Nucleofector 2b device (Lonza, #AAB-1001) on the mouse macrophage (Y-001) setting. Cells were cultured for 2 days post transfection before treatment. Success of siRNA transfections were confirmed with western blots and qPCR. siRNAs were purchased from Dharmacon: D-001810-01-05 (non-targeting siRNA); J-040766-08-0002 (*Nfe2l2* #1), J-040766-06-0002 (*Nfe2l2* #2).

### Seahorse analysis

The Seahorse XF^e^24 Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA), was used to measure oxygen consumption rates (OCR) and extracellular acidification rates (ECAR) as we have previously described (Nigdelioglu et al., 2016; Hamanaka et al., 2019; Soberanes et al., 2019; Woods et al., 2020). Macrophages were seeded at a density of 4 × 10^4^ per well on a Seahorse XF24 Cell Culture Microplate (Woods et al., 2020).

Mitochondrial stress tests were performed according to manufacturer’s protocol in XF DMEM base medium (Agilent 103334–100) containing Glutamine (2 mM), Sodium Pyruvate (1 mM), and Glucose (25 mM). Compounds of interest were injected, followed by sequential injections of Oligomycin (1.5 μM), FCCP (1.5 μM) and Antimycin A/Rotenone (1.25 μM).

Membrane permeabilization assays were performed in 1x MAS buffer containing mannitol (220 mM), sucrose (70 mM), monopotassium phosphate (10 mM), magnesium chloride (5 mM), HEPES (2 mM), EGTA (1 mM), with the addition of Seahorse XF Plasma Membrane Permeabilizer (Agilent, catalog number 102504–100) and Fatty Acid Free BSA (0.2%). Substrates and reagents used in permeabilization assays include succinate (10 mM), rotenone (2 mM), pyruvate (10 mM), malate (0.5 mM), ADP (4 mM), itaconate (10 mM), malonate (10 mM), oligomycin (2 mM), antimycin A (2 mM). All substrates and reagents were pH-adjusted to 7.2 prior to assay with 5M potassium hydroxide (KOH) solution. Permeabilization assays were performed with cycles of 0.5 min mix, 0.5 min wait, and 2 min measure intervals, as per manufacturer’s protocol.

### In vivo mouse studies

C57BL/6NJ and *Acod1*^-/-^ mice were treated via intratracheal instillation with only PBS or PM in PBS as we have previously described (Mutlu et al., 2006; Mutlu et al., 2007). PM was freshly diluted to a 2.5 mg/ml stock, and 2 doses of 20 μl PM stock was given intratracheally to each mouse, for a total of 100 μg in 40 μl PBS per mouse. For the PBS controls, 2 doses of 20 μl PBS were given intratracheally to each mouse. Following 24 hours of exposure, BAL fluid was obtained by flushing the lungs with 0.5 mM EDTA in ice cold PBS as we have previously described (Chiarella et al., 2014; Soberanes et al., 2019). The first wash of 500 μl was collected and centrifuged, where the supernatant was then used for ELISA studies. The cell pellet was combined with the cells obtained from the subsequent eight washes, and used for analysis of mRNA expression through qPCR analysis.

### Statistical analysis

Data were analyzed using Prism 8 (GraphPad Software, Inc). All data are shown as mean ± standard error of the mean (SEM). Significance was determined by unpaired two-tailed Student’s t test (for comparisons between two samples), or by one-way ANOVA using Bonferroni correction for multiple comparisons. *p<0.05, **p<0.01, ***p<0.001.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE143881. In addition, source data files have been provided for Figure 1, Figure 6A, 6B and 6C. The following dataset was generated: LiYSunKAMutluGM2020Endogenous itaconate is not required for particulate matter-induced NRF2 expression or inflammatory responseNCBI Gene Expression OmnibusGSE14388110.7554/eLife.54877PMC718599232255424

How the deposited data were processed for this re-analysis (not part of the article)

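RNA from mouse BMDMs was measured by sequencing in 12 libraries, 2 for each of 6 groups: WT and Acod1-/- cells that received vehicle, PM at 20 μg/cm² for 24 hours, or OI at 0.25 mM for 2 hours before PM. The authors sequenced single-end reads of 50 bp, mapped them to GRCm38 with STAR and counted them on each gene with featureCounts. The deposited values are raw counts per gene, without normalization and without a filter on low counts. The annotation release, the handling of strand and of reads that map to several places, and the software versions are not given in the paper's text. The paper's count table holds 20 other libraries, which were not used here. Each library's condition was taken from its deposited label.

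The libraries held between 33616577 and 36817898 counts, with a median of 34480636. Of 48795 genes listed by Ensembl identifier, 24979 had a count in at least 1 library and 48349 were matched to a symbol through a table of identifiers. A gene was tested when its CPM was above 1.5 in at least 2 of the 12 libraries, which left 11228 genes, of which 11208 were matched to a symbol. The paper states the CPM value, and the number of libraries is a setting of the authors' code whose value is not stated. Gene positions and exonic lengths came from an annotation of GRCm38, the build that the authors used. Genes whose exons overlap those of another gene are reported as uncertain, since the handling of strand is not known. This also holds for Nnt, Zfp36, F630028O10Rik and Gbp2, whose exons overlap those of another entry.

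Counts were normalized by TMM and fitted in edgeR 4.0.16 by its quasi-likelihood method, with a mean for each of the 6 groups and without a replicate block, in R 4.3.3. Every comparison was a contrast of these means, and the interactions compared the effect of OI, or of PM, between the genotypes. The spread of each gene was estimated from all 12 libraries together, although the groups differed in spread. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. DEGs had an adjusted p of 0.05 or less and a log2 fold change of at least 1 in size. Standard errors of log2 fold changes were taken as the size of the log2 fold change divided by the square root of the F statistic, so they are those implied by the test. Normalized CPM are TMM-scaled values given as mean and SD of 2 libraries, and with 2 libraries the SD is itself imprecise.

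Sets of cytokine, NRF2 target, glutathione, cell cycle and interferon-stimulated genes were written before the data were examined. The NRF2 target and glutathione sets share several genes, among them Gclm, so their results are not independent. The symbol rule of the cytokine set also matched the receptor genes Il7r and Il21r, which was noticed after the data were examined, and the set without them was added as an alternative. The cell cycle and interferon-stimulated sets were prompted by genes on the first lines of the authors' table for OI. The sets were tested with camera from limma 3.58.1, at an assumed correlation of 0.01 between genes, and adjusted over 15 pairs of set and comparison. Over-representation among the genes that rose after PM was tested by a one-sided Fisher's exact test. Principal components were computed from log2 CPM with a prior count of 2 for the 500 genes with the largest variance.

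The genes named were chosen by a rule written before the data were examined. They are the genes that the paper names in its RNA-seq results or measures by qPCR, Nfe2l2, the genes on the first 3 lines of each of the authors' 3 comparison tables, Nnt and Wdfy1 for a check of the mouse substrain, and for each comparison the 3 largest increases and 3 largest decreases among DEGs with an average CPM of at least 5 and no overlap between the libraries of the groups. For interactions they are the 3 genes with the smallest p. Any other gene is said to have been named after its value was seen.

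The alternatives written before the data were examined were the DESeq2 1.42.0 Wald test on all libraries or on the compared groups alone, edgeR on the compared groups alone, RLE and total count scaling, a filter of at least 10 counts in total, a filter of CPM above 1.5 in all 12 libraries, a test against a log2 fold change of 1 (glmTreat), the adjusted p without a fold threshold, the fry test for gene sets, a prior count of 0.5 or all filtered genes for the principal components, a replicate block, and leaving out each library in turn. With a library left out, an arm holds 1 library, so only the value is given and no test. Replicate numbers for the block came from the deposited labels, and the paper's text does not state whether same-numbered libraries share an animal or a batch. Whether they deviate together was checked by the correlation, across genes, of their deviations from the group means. The block was a single term for all 12 libraries, so it cannot represent a pairing present in only some groups. A pairing with the numbers of the PM-treated Acod1-/- libraries exchanged, a correction for gene length, and that correction with the replicate block were added after the data were examined. The correction fitted a lowess curve with a span of 0.3 to each library's log2 deviation against log2 exonic length and entered it as an offset. It removes any real change related to length together with a technical one.

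The tests were tried on simulated counts drawn from the means and library sizes of the 11228 genes, with 200 genes changed by known amounts. edgeR recovered 200 of them, 197 for the interaction and 200 with the replicate block. DESeq2 recovered 199, and 0 unchanged genes were called in each case. Every planted change was past the log2 fold change threshold of 1 in size. The simulated spread depended on expression alone and did not differ between groups, as that of the real replicates did. The recoveries therefore do not show that smaller changes, such as the interaction of -1.28 for Il1b, would be found. With a length trend added to the simulated PM-treated WT libraries, 617 unchanged genes were called without the length correction and 0 with it, and the correction recovered 199 of the 200 changed genes.

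Gene ontology terms were not analysed here. Il6 and Nos2 did not pass the CPM filter and are given as counts. With 2 libraries per group, other splits of the samples and tests for outlying libraries were not run.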

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

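The tests of the counts behind Il1b, of the chromosome of Acod1, of exchanged labels, of the GC content and length of the cell cycle genes and of a gene length correction were chosen only after the result was seen. The tests of the mouse substrain, of genotype differences without PM, of scaling and of the highest genes were written before.

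The fall of Il1b with OI differed between the genotypes by -1.28 on the log2 scale. Il1b went from 11.8 to 2.63 normalized CPM in WT and from 15.5 to 1.42 in the libraries labelled Acod1-/-. The difference was tested as an interaction, with an adjusted p of 0.191 over all genes and of 0.00236 over the 7 tested genes that the paper names. It is listed because of the second value, a criterion chosen after the value was seen. Across the 8 fits that each left out a library, the difference lay between -1.50 and -1.04. Low counts do not account for it, since the lowest mean count of Il1b among the 4 groups was 46.5. With the gene length correction it was -1.18. Reads shared with the overlapping gene Il1bos were not tested, so the difference cannot be told apart from that explanation. A difference between the genotypes in the response to OI may also underlie it, as a hypothesis found and tested on the same libraries.

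The paper's text gives no number of DEGs between the genotypes without PM or with OI. Without PM, 54 genes were DEGs between libraries labelled Acod1-/- and WT, 28 higher and 26 lower. With OI and PM, 103 were, 37 higher and 66 lower. With PM alone there were 63, of which 35 were also among the 54, and 24 genes were called under all 3 treatments. Of the 63, 56 had the same direction and a log2 difference of at least 0.58 in size without PM, which indicates that most of this difference between the genotypes does not require PM. For the comparison with OI, the correlation of same-numbered replicates was 0.25 and the replicate block gave 106 DEGs.

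Exchanged labels were tested in the 54 genes called without PM, and 0 of the 8 libraries with PM or with OI and PM lay closer to the other genotype than to the other replicate of its own group. This test cannot see an exchange of whole groups. An exchange under a single treatment would reverse the differences there, whereas all 63 DEGs with PM had the same direction with vehicle. Of the 103 DEGs with OI and PM, 93 had the same direction with vehicle and the rest did not. The 27 DEGs called in both of these comparisons had the same direction. By these tests, the differences cannot be told apart from an exchange of the genotypes under all 3 treatments. However, Acod1 was lower by 0.80 to 0.81 in the libraries labelled Acod1-/- under each treatment. With each library left out in turn, the log2 difference of Acod1 lay between -0.90 and -0.71 with PM. It lay between -1.01 and -0.57 with vehicle and between -1.16 and -0.35 with OI and PM. Linkage to the Acod1 locus was tested by chromosome, and 2 of the 63 DEGs lie on chromosome 14, or 3.17% against 3.30% of the genes tested (one-sided Fisher's exact test, p = 0.62). A difference of substrain was tested through Nnt, part of which is missing in C57BL/6J mice. The test written before the data were examined asked whether Nnt was lower in WT by more than 1 on the log2 scale, without saying under which treatment. Nnt was higher in the libraries labelled Acod1-/- by 0.97 with vehicle, 0.95 with PM and 1.27 with OI and PM, a mean of 1.06, so the values lie on both sides of 1. How to treat values on both sides was settled after they were seen. Exons of Nnt overlap those of another entry of the same name, so its counts are uncertain. Wdfy1, also chosen in advance for this check, was higher by 2.16, 1.96 and 2.25. The paper's methods give C57BL/6NJ for the WT mice, while its results give C57BL/6 without naming a substrain. The differences between the genotypes cannot be told apart from a difference of substrain. The loss of Acod1 may also underlie them, although 54 genes were already DEGs with vehicle. There, Acod1 in WT was at 2.17 normalized CPM, against 176 with PM.

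In libraries labelled Acod1-/-, a comparison that the paper does not report, PM gave 505 DEGs, 358 higher and 147 lower. Of these, 396 were among the 466 of WT, all in the same direction, and the log2 fold changes in the 2 genotypes had a Pearson's r of 0.95 across genes, which are not independent replicates. The interaction of PM and genotype gave 0 DEGs, with 273 genes at an unadjusted p under 0.05. The log2 fold change with PM had a Spearman's rho of -0.40 with gene length here and -0.46 in WT. Under the gene length correction, 436 of the 505 were still called. Over the 7 comparisons of 2 groups, the lowest share still called was 81.8%, for WT with PM, so a length bias alone does not account for the DEGs. Total count scaling gave 508 DEGs, of which 464 were among the 505, with 62.6% higher against 70.9%, and RLE scaling gave 504, of which 503 were. A response to PM is a possible explanation of the DEGs that remain. The length correction also removes any real change related to length.

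Genes that the paper does not discuss changed as sets. With OI, the median log2 fold change of 35 cell cycle genes in PM-treated WT BMDMs was -3.35, with all 35 lower, and that of 30 interferon-stimulated genes was -2.94, with all 30 lower. The interferon-stimulated genes had risen with PM, with a median of 2.07 and all 30 higher. In libraries labelled Acod1-/-, the medians were -3.14 for the cell cycle genes with OI, and -2.98 with OI and 1.59 with PM for the interferon-stimulated genes. Between the genotypes with PM, the cell cycle genes had a median of -0.18, with 33 lower and 2 higher (adjusted p = 2.37e-09, camera). The interferon-stimulated genes had a median of 0.14 there, with 23 higher and 7 lower (adjusted p = 7.12e-05, camera). With vehicle, the medians between the genotypes were -0.09 and 0.20, in the same order. In WT, the cell cycle genes fell with PM, with a median of -0.29 and 25 of 35 lower (adjusted p = 1.95e-06, camera).

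Several technical explanations of the falls with OI were tested. For scaling, a fall of over 10 points in the share of lower calls under total count scaling was set as the sign. The share instead rose from 78.7% to 85.5%, a fall of -6.79 points. Total count scaling lowered the median of all genes here, so this test could not have shown the sign, and the cause of that shift was not tested. The medians themselves were -3.48 and -3.07 with total count scaling, so the choice between these scalings does not account for the falls. The share of counts taken by the 10 highest genes was 3.65 percentage points higher with OI, under the 10 points set for that explanation. Random gene lists matched on GC content, length and expression had medians between -0.09 and 0.20 in their middle 95% for the cell cycle genes and between -0.10 and 0.20 for the interferon-stimulated genes, and 0 of 10000 were as low as either set. Reads shared among related genes, such as those of the Ifit, Oas and Mx families, do not account for the falls as a whole, since Rtp4 (-6.59) and, named after their values were seen, Usp18 (-4.14) and Irf7 (-2.87) lie outside these families. RNA from other cells was not tested. An effect of OI on proliferation and on the interferon response may underlie them, as a hypothesis on the same data that prompted the choice of the sets through the authors' table. The median rise of the interferon-stimulated genes with PM was 1.94 with the gene length correction and 1.98 with total count scaling, which moved the median of all genes by -0.09, so neither accounts for this rise.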

How the results depend on the processing

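The alternatives were written before the data were examined, apart from the exchanged pairing, the gene length correction and the cytokine set without receptor genes, which were chosen after seeing the data.

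The number of DEGs stayed within 1.5 times the reported number in each comparison of 2 groups with DESeq2 on all libraries, RLE scaling, total count scaling, the filter of at least 10 counts in total, the replicate block and the gene length correction. With CPM above 1.5 required in all 12 libraries, the DEGs fell from 466 to 227 for PM in WT, from 63 to 19 between the genotypes with PM, from 1211 to 676 for OI in WT, from 1104 to 581 for OI in Acod1-/-, from 505 to 260 for PM in Acod1-/-, from 54 to 16 between the genotypes with vehicle and from 103 to 29 between the genotypes with OI and PM. That filter removes genes with low counts in any group. The test against a log2 fold change of 1 gave 172 higher and 19 lower DEGs for PM in WT, together 1.9e+02 when rounded to 2 digits. It gave 10 between the genotypes with PM and 741 for OI in WT, and in the same order of comparisons the adjusted p without a fold threshold gave 2782 (1414 higher, 1368 lower), 269 (45.7% higher) and 4926 (2391 higher, 2535 lower). Between the genotypes with OI and PM, the compared groups alone gave 54 with DESeq2 and 2 with edgeR (Wdfy1 and Mmp9). The interaction of OI and genotype gave 0 DEGs in the fit reported, with 717 genes at an unadjusted p under 0.05. It gave 5 with DESeq2 on all libraries (Il1b, Hal, Fpr1, H2-Q6 and Nanos1), 3 with DESeq2 on the compared groups (Hal, Fpr1 and Nanos1) and 3 with the gene length correction, with or without the replicate block (Kif23, Fpr1 and Nanos1). Apart from Il1b, the genes named for the interaction were chosen after their values were seen. The cause of these changes was not tested.

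Total count scaling moved the share of higher calls from 72.7% (339 higher, 127 lower) to 62.7% (291 higher, 173 lower) for PM in WT. It moved the median log2 fold change of all genes by -0.13 for OI in WT. The first principal component held 71.41% of the variance with all filtered genes against 78.81% with 500 genes. The glutathione genes between the genotypes with PM had a median of -0.12 under the fry test, with an adjusted p of 0.163 that no longer passed the threshold, in a range of 0.000635 to 0.163 over the alternatives. The other 14 pairs of gene set and comparison kept their side of the threshold under fry. Without the receptor genes Il7r and Il21r, the medians of the cytokine set were 0.43 for PM in WT, -0.04 between the genotypes with PM and -0.99 for OI in WT, each on the same side of the threshold.

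Log2 fold changes of single genes kept their direction apart from values near 0. Between the genotypes with PM, Tnf changed sign to 0.01 with the gene length correction, with or without the replicate block. For the interaction of OI and genotype, Acod1 changed sign to 0.00 with DESeq2 on all libraries and with RLE scaling, to 0.01 with DESeq2 on the compared groups, the filter of at least 10 counts and the replicate block, to 0.02 with edgeR on the compared groups, to 0.07 with total count scaling, and to 0.08 and 0.09 with the gene length correction without and with the block. Nqo1 changed sign to 0.00 with DESeq2 on the compared groups and the filter of at least 10 counts, to 0.01 with edgeR on the compared groups and the CPM filter in all 12 libraries, to 0.06 with total count scaling and to 0.11 with the gene length correction, with or without the block. Nfe2l2 changed sign to 0.01 with total count scaling. The changes of sign under total count scaling follow from a shift of all genes, since that scaling moved the median of all genes with OI further in WT than in Acod1-/- (-0.07) and so raised each interaction. They say nothing about these genes in particular. For the other alternatives the cause was not tested.

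With each library left out in turn, values that changed sign lay between -0.09 and 0.02 for Nfe2l2 and between -0.08 and 0.01 for Tnf between the genotypes with PM. For the interaction of OI and genotype they lay between -0.35 and 0.46 for Acod1, between -0.27 and 0.04 for Hmox1, between -0.11 and 0.01 for Nfe2l2, between -0.13 and 0.13 for Nqo1 and between -0.17 and 0.45 for Tnf. With a library left out, an arm holds 1 library, so no calls were made.

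Across the fits that left out no library, 842 single-gene values kept their direction and their side of the adjusted p threshold. A further 29 values, of 10 results, kept their direction and crossed to an adjusted p under the threshold. These results were Acod1 between the genotypes under each of the 3 treatments, Il1b between the genotypes with PM, the interactions of OI and genotype for Il1b, Mmp9, Zfp36 and F630028O10Rik, and the interactions of PM and genotype for Gbp2 and Mmp8. Another 7 values, of 6 results, crossed to one above it. All came from fits of the compared groups alone, for Nfe2l2 with OI in WT and for Axl, Cxcl1, Lrmda, Nnt and Notch4 between the genotypes with OI and PM. The cause was not tested.

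The replicate block is given here for comparisons whose same-numbered replicates had a correlation within 0.1 of 0. It gave 1107 DEGs for OI in Acod1-/- (correlation -0.09), 505 for PM in Acod1-/- (-0.06) and 52 between the genotypes with vehicle (-0.05).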

Differences from the paper's values

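No value that the paper states and that was also computed here differed by the criteria used: more than 1.5-fold for counts, or beyond the larger error or in sign for log2 fold changes. The paper's number of DEGs is 370 for PM in WT, 51 between the genotypes after PM and 1030 for OI, against 466, 63 and 1211 here. The paper's low expression filter left 10250 genes, against 11228 here. The shares of the first 2 principal components are about 75% and about 21% in Fig. 6A, read by eye, against 78.8% and 16.9%.

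The paper names Acod1 as the gene most raised by PM. By log2 fold change it ranked 3 here, with a value of 6.33, after Sstr5 with 8.66 and Slpi with 6.79. It ranked 3 by fold change with DESeq2 on all libraries or on the compared groups alone, edgeR on the compared groups, RLE scaling, total count scaling and the replicate block, 9 with the filter of at least 10 counts in total, and 4 with the gene length correction, with or without the replicate block, which was chosen after seeing the data. By p-value, it ranked 1 with DESeq2 on the compared groups alone, 24 in the fit reported here and between 2 and 20 in the other fits in which it was tested. With CPM above 1.5 required in all 12 libraries it was not tested. In the paper's table it ranks 4 by log2 fold change among the lines that could be read.

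The paper states that inflammatory and NRF2 target genes did not differ significantly between the genotypes after PM. Here Nqo1 had a log2 difference of -0.53 with an adjusted p of 0.013, and Hmox1 of -0.45 with an adjusted p of 0.0364, while neither met the fold threshold. The paper's table gives -0.52 with an adjusted p of 0.00508 for Nqo1 and -0.45 with 0.00592 for Hmox1. Nqo1 was also lower in the libraries labelled Acod1-/- with vehicle, at 2.20 normalized CPM against 3.59 in WT. The NRF2 target genes had a median log2 difference of -0.10 with vehicle, with 18 lower and 5 higher. PM raised this set by a median of 1.04 in WT and 1.03 in the libraries labelled Acod1-/-. With PM, 4 of the 35 tested genes of the cytokine set passed both thresholds. They were Cxcl1 with 1.45, Ccl2 with -1.01, Ccl7 with -1.18 and Ccl28 with -2.12, named after their values were seen. The paper's table also lists Cxcl1, Ccl2 and Ccl7 past both thresholds. Of the 11 alternatives, 10 tested Cxcl1, Ccl7 and Ccl28 and called them in 10, 10 and 8, and Ccl2 was tested in 11 and called in 4. The paper states that the effect of OI on these genes did not differ significantly between the genotypes. The interaction for Il1b was -1.28, with an adjusted p of 0.191 over all genes and of 0.00942 with DESeq2 on all libraries, in a range of 0.00942 to 0.725 over the alternatives.

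Of the DEGs that could be read from the paper's tables and whose symbols were tested here, 7 for PM in WT and 9 for OI were not DEGs here. For PM, all 7 were called with DESeq2 on all libraries or on the compared groups alone, with RLE scaling and with total count scaling, 3 with the filter of at least 10 counts, and 2 each with the replicate block and with the CPM filter in all 12 libraries. For OI, all 9 were called with total count scaling, 8 with the CPM filter in all 12 libraries, 7 with edgeR and 6 with DESeq2 on the compared groups alone, 4 with the replicate block and 1 with DESeq2 on all libraries. The gene length correction, chosen after seeing the data, called 1 for PM and 5 for OI, with or without the replicate block. For PM, edgeR on the compared groups alone called 0 of the 7. For OI, RLE scaling and the filter of at least 10 counts each called 0 of the 9.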

Other observations

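The tests of GC content and length in the replicates of WT BMDMs with OI and PM were written before their results were seen. The other tests below were chosen only after the result was seen.

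The replicates of WT BMDMs with OI and PM differed more than those of the other groups. Their log2 difference had a Spearman's rho of -0.61 with gene length and of 0.19 with GC content across 11208 genes, where 0.3 in size was set as the sign of a bias. A length bias that differs between libraries, such as one from RNA quality or library preparation, is a candidate explanation, and GC content is not. The rho with length was -0.60 between the WT replicates with PM and 0.36 between the Acod1-/- replicates with PM. No biological explanation was tested, since the replicates share a condition.

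Same-numbered replicates of WT BMDMs with PM and with OI and PM deviated together, with a correlation of 0.73. After the gene length correction it was 0.61, so a shared length bias does not fully explain it. A batch or a shared source of cells could explain the rest, and neither is given in the labels, so they were not tested.

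Whether OI lowers the genes that PM raises was tested in the libraries labelled Acod1-/-, which do not enter the comparison of PM and vehicle in WT. Of the 339 genes raised by PM in WT, 49.3% had a log2 fold change of -0.58 or lower with OI, fewer than the majority set for the hypothesis, and 30.7% had one of 0.58 or higher. Among the other 10889 genes tested, the shares were 12.5% and 4.28%.

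The reads on Il6 numbered 16 and 17 in the WT libraries with PM, 32 and 37 in the Acod1-/- libraries with PM, 1 and 0 in the WT libraries with OI and PM, and 4 and 3 in the Acod1-/- libraries with OI and PM. The reads on Nos2 numbered 12 and 11 in the WT libraries with PM and 27 and 17 in the Acod1-/- libraries with PM. With vehicle, Nos2 had between 0 and 2 reads in WT and between 1 and 3 in Acod1-/- libraries. With OI and PM, it had between 0 and 2 reads in WT and between 1 and 5 in Acod1-/- libraries. Neither gene was tested.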
